# PGAM5 promotes lasting FoxO activation after developmental mitochondrial stress and extends lifespan in *Drosophila*

**DOI:** 10.7554/eLife.26952

**Published:** 2017-09-11

**Authors:** Martin Borch Jensen, Yanyan Qi, Rebeccah Riley, Liya Rabkina, Heinrich Jasper

**Keywords:** mitochondrial unfolded protein response, UPRmt, longevity, mitochondrial signaling, PGAM5, FoxO, *D. melanogaster*

## Abstract

The mitochondrial unfolded protein response (UPR^mt^) has been associated with long lifespan across metazoans. In *Caenorhabditis elegans*, mild developmental mitochondrial stress activates UPR^mt^ reporters and extends lifespan. We show that similar developmental stress is necessary and sufficient to extend *Drosophila* lifespan, and identify Phosphoglycerate Mutase 5 (PGAM5) as a mediator of this response. Developmental mitochondrial stress leads to activation of FoxO, via Apoptosis Signal-regulating Kinase 1 (ASK1) and Jun-N-terminal Kinase (JNK). This activation persists into adulthood and induces a select set of chaperones, many of which have been implicated in lifespan extension in flies. Persistent FoxO activation can be reversed by a high-protein diet in adulthood, through mTORC1 and GCN-2 activity. Accordingly, the observed lifespan extension is prevented on a high-protein diet and in FoxO-null flies. The diet-sensitivity of this pathway has important implications for interventions that seek to engage the UPR^mt^ to improve metabolic health and longevity.

## Introduction

A wide range of studies in genetically accessible model systems have led to the realization that aging is a malleable process, responsive to both genetic and pharmacological interventions. An integrated view of the aging process has emerged from these efforts, spurred by the identification of a select group of biological processes and pathways that drive, influence, and regulate the physical decline characteristic of the aging process (Kennedy et al., 2014; López-Otín et al., 2013). Many of these pathways involve mitochondria: either through their role in metabolism (López-Otín et al., 2016), as a source of reactive oxygen species (Balaban et al., 2005), or as signaling hubs (Chandel, 2015).

In recent years, the mitochondrial unfolded protein response (UPR^mt^) has emerged as a unifying mechanism for several of these pathways (Jensen and Jasper, 2014). As the name implies, the UPR^mt^ is a conserved cellular mechanism that serves to restore proteostasis in mitochondria. The response was first described in mammalian cells more than a decade ago (Martinus et al., 1996; Zhao et al., 2002) and has since been studied primarily in *Caenorhabditis elegans.* In worms, strong evidence suggests that the UPR^mt^ is involved in delaying aging and promoting adult lifespan (Baker et al., 2012; Durieux et al., 2011; Houtkooper et al., 2013; Merkwirth et al., 2016; Mouchiroud et al., 2013; Tian et al., 2016; Yang and Hekimi, 2010). This work has revealed the UPR^mt^ to be reminiscent of, but distinct from, the cytoplasmic (heat shock) and endoplasmic reticulum unfolded protein responses (Baker et al., 2012; Haynes et al., 2007; 2010). Through the UPR^mt^, mitochondrial stress induces a nuclear transcriptional response that promotes the expression of a group of mitochondrial chaperones and proteases (Aldridge et al., 2007; Yoneda et al., 2004). The primary transcription factor in *C. elegans* is ATFS-1, which is regulated by membrane potential-dependent import into and degradation in mitochondria (Nargund et al., 2012). Mitochondrial stress blocks this import and ATFS-1 instead moves to the nucleus, where it interacts with DVE-1 and UBL-5 to turn on the transcriptional response (Benedetti et al., 2006; Haynes et al., 2007). In addition to proteostatic elements, this response includes a metabolic reconfiguration to increase glycolytic capacity while restoring oxidative phosphorylation (Nargund et al., 2015). Meanwhile, a separate branch of the UPR^mt^ mediates a general downregulation of translation, through GCN-2 and eIF2α (Baker et al., 2012).

Evidence for the evolutionary conservation of the UPR^mt^ has emerged in recent years. In mice, perturbation of mitochondrial translation has been implicated in long lifespan (Houtkooper et al., 2013), and recent findings have revealed the conservation of the ATFS-1 regulated transcriptional response (mediated by ATF5 in mice (Fiorese et al., 2016)). In *Drosophila*, a UPR^mt^-like response was first described in a paradigm where a misfolding ornithine transcarbamylase (ΔOTC) was overexpressed, resulting in upregulation of mitochondrial chaperones and induction of mitophagy (Pimenta de Castro et al., 2012). Furthermore, knocking down electron transport chain (ETC) components has been shown to extend lifespan and to induce the UPR^mt^ (Copeland et al., 2009; Owusu-Ansah et al., 2013). However, the signaling pathway mediating UPR^mt^ activation in *Drosophila* remains to be clarified. ETC knockdown results in induction of the insulin signaling inhibitor ImpL2, and promotes the expression of target genes of the insulin-regulated transcription factor Forkhead Box O (FoxO) (Owusu-Ansah et al., 2013). FoxO activation is a well-established lifespan-extending condition, yet its involvement and specific regulation in this context remain to be established (Kappeler et al., 2008; Kenyon et al., 1993; Kimura et al., 1997; Selman et al., 2008; Tatar et al., 2001).

Activation of the UPR^mt^ has also been implicated in the lifespan-extending effects of various drugs, including resveratrol (Houtkooper et al., 2013), rapamycin (Houtkooper et al., 2013) and NAD precursors (Mouchiroud et al., 2013). Nevertheless, it is not clear which cellular consequences of the UPR^mt^ contribute to organismal health, nor whether resistance to a particular type of stress underlies lifespan extension by the UPR^mt^. Indeed, the generic view that stimulating this response invariably leads to longer life has been called into question (Bennett et al., 2014). Understanding how conserved elements of UPR^mt^ signaling connect to longevity pathways will be useful in resolving this contention.

An interesting observation from both fly and worm studies is that lifespan extension by the UPR^mt^ is contingent upon its activation during development (Durieux et al., 2011; Owusu-Ansah et al., 2013). This is consistent with earlier observations that lifespan extension by disrupting the ETC in some cases require developmental treatment (Copeland et al., 2009; Dillin et al., 2002; Rea et al., 2007). An important step toward understanding this lasting effect came from work in worms, in which the UPR^mt^ leads to changes in histone methylation and chromatin organization (Merkwirth et al., 2016; Tian et al., 2016). The H3K27 demethylases *jmjd-1.2* and *−3.1* were found to be required for UPR^mt^ activation and lifespan extension, while the histone methylase *met-2* is required for induction of most UPR^mt^ genes. This effect involves global chromatin condensation, while opening up specific sites for occupation by DVE-1 (Tian et al., 2016). The loci thus revealed have yet to be characterized, so the lasting cellular changes and longevity pathways influenced by these epigenetic mechanisms remain unclear.

Here, we have explored the signaling pathway regulating the transcriptional response to mitochondrial proteostatic stress in *Drosophila,* and have identified a role for persistent FoxO activation in promoting longevity after developmental mitochondrial stress. We find that Phosphoglycerate Mutase 5 (PGAM5) is required to activate a pathway that includes ASK1, JNK, Relish and FoxO and promotes protective gene expression in response to mitochondrial stress. Activation of this pathway during development leads to persistent FoxO activation and increased expression of chaperones in adult flies, and is required for longevity. We further find that lasting FoxO activation is sensitive to dietary conditions, as it can be abolished by elevated protein intake and elevated mTORC1 and GCN-2 activity. Our findings identify a new diet-sensitive pathway of lifespan regulation by mitochondrial stress. Since the identified pathway components are evolutionarily conserved, we anticipate that these results inform our understanding of similar interactions in vertebrate systems, including humans.

## Results

### Acute mitochondrial stress upregulates proteostatic, immune and stress signaling pathways through PGAM5- and JNK-dependent FoxO activation

To gain an overview of the gene expression changes induced by the UPR^mt^ in *Drosophila*, we sequenced mRNA extracted from adult female thoracic tissue after 24 hr of mitochondrial stress. We induced mitochondrial stress ubiquitously, using GeneSwitch for temporal control, either by overexpressing a misfolding variant of the human mitochondrial enzyme ornithine transcarbamylase (ΔOTC) (Pimenta de Castro et al., 2012) or by knocking down the ETC complex I component ND75 (Owusu-Ansah et al., 2013). 

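The knockdown target was examined first in the 3 thorax libraries. ND75 (FBgn0017566), a core subunit of complex I, was listed at 572 FPKM in the control, at 53.8 FPKM with ND75 RNAi and at 375 FPKM with ΔOTC. The ratio to the control was therefore 0.0940 in the knockdown (95% interval 0.0847 to 0.104). Pgam5 (FBgn0023517), the mitochondrial phosphatase, was low in thorax, at 7.62 FPKM in the control, 6.50 with ΔOTC and 6.22 with ND75 RNAi. Each sample held 15 dissected thoraces, from which the head, abdomen, wings, legs and intestine had been removed, and all 3 groups received 200 µM RU486, the GeneSwitch inducer, for 24 hr from day 7 of adulthood. The control flies carried the driver crossed to a w1118 stock with no transgene to induce. Treated and control flies thus came from different crosses, and genetic background was not separated from the stress. The legend of Figure 1 names the daughterless GeneSwitch driver, and the submitted sample descriptions name a tubulin GeneSwitch driver. The authors mapped the reads with the Tuxedo suite and gave FPKM, a fragment number scaled to transcript length and library depth, for 15603 genes. The tables hold no counts, but low FPKM values fall on steps that each stand for 1 fragment, and these steps put 5090000 fragments behind the ΔOTC library, 2970000 behind ND75 RNAi and 5450000 behind the control. At 10 FPKM, a transcript of 1 kb then rests on 42.6, 25.3 and 46.1 fragments. The 95% interval of a ratio is the exact binomial interval from such fragment numbers and covers counting error only. Each condition, in thorax and in fat body, was sequenced as 1 library, so no difference could be checked against replicates. Following the legend of Figure 1, a gene was called induced at 3-fold or more and reduced at 2-fold or more below the control, where the control FPKM was at least 10, which 4308 genes met. The median ratio of these genes was 1.02 for ΔOTC and 0.871 for ND75 RNAi, and scaling the libraries to their median ratio would shift every log2 ratio of the knockdown by 0.19. Gene lists are described by the median of log2(FPKM + 1) ratios over the members at 1 FPKM or more in either library. The lists were written down before the deposited tables were examined, but were not blind to the data. Some of the same values in the paper's supplement and bars of its figures were already visible. A list may therefore hold genes already seen as induced, and its percentile is not independent of that. Each median is placed among 10000 random lists of the same size and matched mean expression, and its percentile describes these libraries only.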

23% of the ΔOTC-induced genes and 15% of the genes downregulated by ΔOTC expression were co-regulated by both conditions, and we propose that these genes compose a core UPR^mt^ in *Drosophila* (Figure 1a). 

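Among genes with a control FPKM of 10 or more, those at least 3-fold higher under both stresses were the Turandot stress peptides TotA and TotC, the antibacterial peptide AttC and the uncharacterized CG43679. TotA (FBgn0028396) was listed at 63.7 FPKM in the control, 5074 with ΔOTC and 270.5 with ND75 RNAi, ratios of 79.7 (67.7 to 94.4) and 4.25 (3.49 to 5.19). TotC (FBgn0044812) was 62.3-fold and 4.48-fold higher in the same libraries. AttC (FBgn0041579) was 21.6-fold and 3.65-fold higher, and CG43679 (FBgn0263762) was 3.24-fold and 4.10-fold higher. In all, 44 genes were induced by ΔOTC and 11 by ND75 RNAi, and the 4 shared genes make up 9.09% of the ΔOTC list (exact 95% interval 2.53% to 21.7%). The intervals of this and the other shares treat genes as independent draws, and cover no difference between libraries. The genes next to them in the ΔOTC list include TotX, 16.65-fold higher with ΔOTC and 1.41-fold with ND75 RNAi, the activity-regulated gene Arc1 (8.34-fold and 2.54-fold) and the serpin Spn88Eb (7.19-fold and 1.71-fold). Among genes with a control FPKM of 10 or more, the cuticle protein gene Cpr47Ea had the highest ratio in the knockdown. It was 4.97-fold higher there and had a ratio of 0.329 with ΔOTC. Of the 19 genes labelled in Figure 1a, all were at least 3-fold higher with ΔOTC at any control level, 15 reached 3-fold in both libraries, and 2 had a control FPKM of 10 or more. The ΔOTC ratio was the larger for 16 of them. Independent lists of these sizes would share 0.112 genes. In 1000 simulated pairs of unchanged libraries set against the same control, 0 induced genes were shared in any pair. The simulated libraries differ by counting error only, so variation between flies or dissections in the shared control is not covered. With the libraries scaled to their median ratio, 8 induced genes were shared, 21.6% of the ΔOTC list. From the genes that respond to both conditions, the paper proposes a core mitochondrial stress response in the fly.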

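Among the gene groups set beside the control thorax, those of immune and cytokine signaling stood highest under ΔOTC, and the mitochondrial chaperones did not stand high under either stress. The median log2 ratio of the antimicrobial peptide genes was 4.64 with ΔOTC and 2.14 with ND75 RNAi, at percentile 100 of the matched random lists in each library. Genes of JAK/STAT signaling, which relays cytokine and damage signals and drives the Turandot genes, had a median of 1.86 with ΔOTC, where all 15 measured members were higher, and of 0.47 with ND75 RNAi, where 10 of 13 were. Socs36E, a feedback inhibitor of the pathway, was 8.16-fold higher with ΔOTC and 5.38-fold with ND75 RNAi, from 4.06 FPKM. TotM, another Turandot peptide, was 344-fold the control with ΔOTC and 1.49-fold with ND75 RNAi. Its control was below 10 FPKM, which leaves the size of these ratios less certain. Cytosolic heat shock proteins and their co-chaperones had medians of 0.19 (percentile 90.3) and -0.03 (percentile 89.7), the second of which becomes positive under median ratio scaling. Their high members were copies of the inducible Hsp70. Hsp70Bb (FBgn0013278) stood at 2.85 FPKM in the control, 33.5 with ΔOTC and 48.3 with ND75 RNAi, and Hsp68 was 2.58-fold and 1.55-fold higher. Of 21 mitochondrial chaperones and proteases, 16 were lower with ΔOTC, with a median of -0.17 (percentile 0.70), and the ND75 RNAi median was -0.29 (percentile 5.51). Hsp60 (FBgn0015245), the matrix chaperonin, was listed at 67.2 FPKM in the control, 45.0 with ΔOTC and 49.3 with ND75 RNAi. Its partner chaperonin CG11267 stood at 62.6, 36.0 and 41.5 FPKM, and the mitochondrial small heat shock protein gene Hsp22 at 169.9, 109 and 49.9 FPKM. By quantitative PCR, the paper reports induction of specific mitochondrial chaperones and proteases in thorax after a longer ΔOTC expression than in these libraries. That longer expression was not sequenced, so the values here do not bear on it. Chaperones and stress genes of the endoplasmic reticulum had medians of 0.01, negative under either median ratio or upper quartile scaling, and -0.40. TCA cycle enzymes had a median of -0.36 with ΔOTC and 0.30 with ND75 RNAi, and nuclear genes of ATP synthase -0.16 and 0.35. The median of muscle marker genes was also above 0 with ND75 RNAi. Markers of hemocytes, the circulating blood cells, had a median of 0.70 with ΔOTC and 0.00 with ND75 RNAi. The phagocytic receptor gene nimC1 of these cells was 3.91-fold the control with ΔOTC and 2.25-fold with ND75 RNAi.

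**Figure D1:**
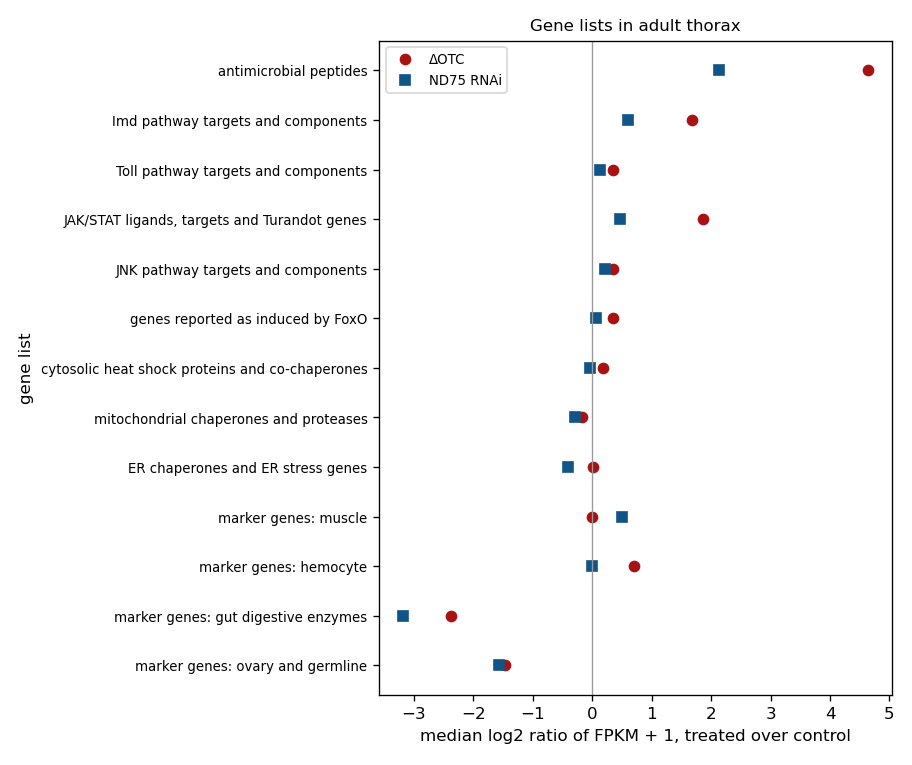
Median log2 ratio of FPKM + 1 to the control for each gene list in thorax, with ΔOTC as red circles and ND75 RNAi as blue squares. Antimicrobial peptides lie farthest to the right, at 4.64 and 2.14, and gut digestive enzymes farthest to the left, at -2.38 and -3.19.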

The main functional categories enriched among the induced genes were: several stress signaling pathways, chaperones and proteases, and the innate immune system (Figure 1b). 

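Antibacterial peptides that the Imd pathway controls were near 0 in the control thorax and well above it in the treated ones, and the median ratio of Imd pathway genes lay above that of Toll pathway genes. Diptericin B (DptB, FBgn0034407), an antibacterial peptide and a standard readout of Imd, was listed at 1.26 FPKM in the control, 526 with ΔOTC and 29.9 with ND75 RNAi. Its ratios were 419 (95% interval 116 to 3411) and 23.8. Drosocin (Dro) stood at 0.913, 206 and 65.3 FPKM in the same order. Dpt and CecA1, also antibacterial peptides, were listed at 0 in the control, at 147 and 47.9 FPKM with ΔOTC and at 22.8 and 8.63 FPKM with ND75 RNAi. Relish (Rel, FBgn0014018), the NF-κB factor of the Imd pathway, was 3.67-fold higher with ΔOTC (3.30 to 4.07) and 1.21-fold with ND75 RNAi (1.04 to 1.40). The peptidoglycan recognition gene PGRP-SD was 12.0-fold and 3.31-fold higher. PGRP-SC1a, an amidase expressed in the gut, was 0.100 and 0.0154 of the control. Of 28 Imd targets and components, 25 were higher at any fold with ΔOTC and 16 with ND75 RNAi, 14 and 10 by 3-fold or more, with median log2 ratios of 1.67 and 0.61. Of 25 Toll targets and components, 22 were higher at any fold with ΔOTC and 18 with ND75 RNAi, 3 and 0 by 3-fold or more. Their medians were 0.34 (percentile 99.8) and 0.13 (percentile 99.7). Metchnikowin (Mtk), an antifungal peptide with NF-κB sites that both pathways use, was listed at 123 FPKM in the control, 2028 with ΔOTC and 348 with ND75 RNAi, and Drosomycin (Drs), the standard readout of Toll, at 105, 466 and 247 FPKM. PGRP-SA, a recognition protein that acts upstream of Toll, was 5.80-fold and 2.68-fold higher. Of the immune-induced peptides, IM14 was 2.33-fold and 2.45-fold higher, IM1 1.80-fold and 2.41-fold higher, and IM23 had ratios of 0.184 and 1.05. Several of these peptides share Toll and Imd input, so the lists do not separate the pathways fully. The control values of DptB, Dro, Dpt and CecA1 rest on few fragments or none, which leaves the size of their ratios open.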

Activation of immune responses is broad in this case, encompassing target genes of both the *Toll* and *Imd* pathways.

**Figure 1.**
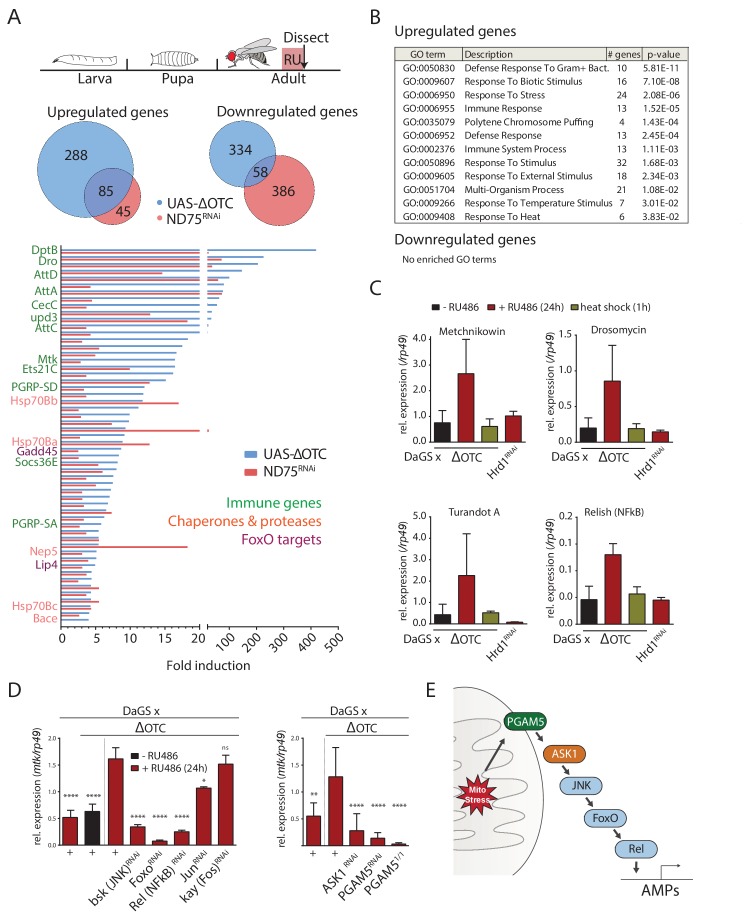
The *Drosophila* signaling pathway and transcriptional response to mitochondrial proteostatic stress. (**A**) Mitochondrial proteostatic stress was triggered by overexpression of a misfolding mitochondrial protein (ΔOTC) or knockdown of the complex I subunit ND75, as previously reported. The ubiquitous DaGS::GeneSwitch driver was activated for 24 hr at day 7 of adulthood, and female thoracic tissue collected for RNAseq analysis. Venn and bar diagrams show genes upregulated 3-fold/downregulated 2-fold with both treatments relative to controls, and with control FKPM > 10. Full raw data found in Supplementary File 1. (**B**) Gene Ontology analysis of the shared stress response; upregulated genes include chaperones, stress pathways, and antimicrobial peptides/innate immune genes. Redundant GO terms were trimmed using REVIGO. (**C**) Mitochondrial proteostatic stress response genes from RNAseq analysis verify by qPCR and are not activated by heat shock or induction of the ER-UPR through RNAi of Hrd1. p-values for ΔOTC ± RU486 are 0.109, 0.130, 0.255 and 0.008. (**D**) Knocking down the transcription factors FoxO or Relish, or the JNK kinase, during ΔOTC expression blocks induction of response genes. The kinase ASK1 and the mitochondrial membrane protein PGAM5 are also required for the mitochondrial proteostatic stress response. See supplementary for verification of additional UPR^mt^ genes. p-values relative to ΔOTC + RU are (left to right)<0.0001,<0.0001,<0.0001,<0.0001,<0.0001, 0.0185 and 0.9888; 0.002,<0.0001,<0.0001, and <0.0001. (**E**) Proposed signaling pathway for immune activation by mitochondrial proteostatic stress. All error bars are SEM of 3+ independent experiments. ANOVA with Dunnett’s multiple comparisons test; *p<0.05, **p<0.01, then each *=0.1 x.. 200 µM RU486 was used in all experiments. 10.7554/eLife.26952.006Figure 1—source data 1.The *Drosophila* signaling pathway and transcriptional response to mitochondrial proteostatic stress.

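The genes lower under both stresses included digestive enzymes of the intestine and eggshell genes, and the genes of cytosolic ribosomes were lower by smaller factors. Intestine and abdomen had been removed at dissection. A larger carry-over of such tissue into the single control library may therefore account for the digestive enzyme and eggshell genes. Reduced genes numbered 287 with ΔOTC and 372 with ND75 RNAi, and 211 were shared, 73.5% of the ΔOTC list (68.0% to 78.5%). Of 22 digestive enzyme genes that mark the gut, 17 were at least 2-fold lower with ΔOTC and 19 with ND75 RNAi, with median log2 ratios of -2.38 and -3.19. The midgut serine protease gene Jon99Ciii (FBgn0003357) was listed at 412, 19.5 and 5.66 FPKM in the control, ΔOTC and ND75 RNAi libraries. Ovary and germline genes had medians of -1.46 and -1.57, and the vitelline membrane gene Vm26Aa stood at 120.2, 1.23 and 3.47 FPKM. Cytosolic ribosomal protein genes, which carry a large share of cellular translation capacity, were lower for 81 of 82 members in each treated library, with medians of -0.46 and -0.41. Muscle marker genes had medians of 0.00 with ΔOTC and 0.51 with ND75 RNAi, where the flight muscle actin gene Act88F was 2.66-fold the control. Independent lists of these sizes would share 24.8 reduced genes. The same control library stands in both ratios, and the simulated unchanged pairs shared at most 6 reduced genes. The Pearson correlation of the log2 ratios across genes was 0.718 against a simulated mean of 0.413 and maximum of 0.523. The rank (Spearman) correlation was lower, at 0.424, and was not simulated. The covariance was 0.631 against a mean of 0.0127. Since the simulation holds counting error only, it does not cover variation between flies or dissections in the shared control.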

**Figure 1—figure supplement 1.**
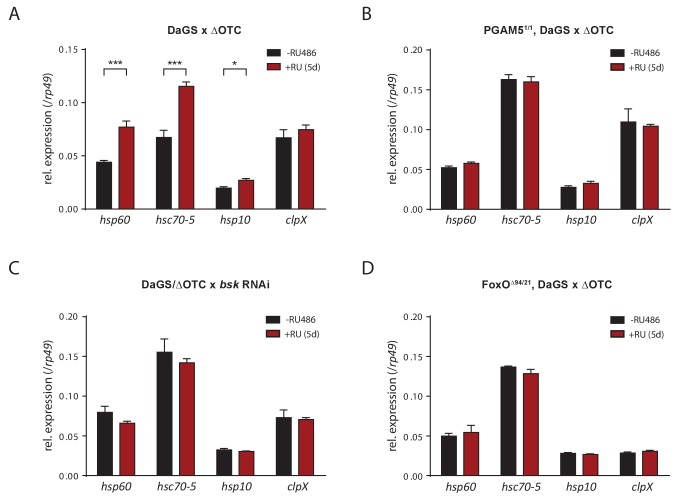
Activation of UPR^mt^ markers by ΔOTC expression. (**A**) In accord with previous studies, 5 days of mitochondrial proteostatic stress (here by ΔOTC expression) leads to induction of specific UPR^mt^ chaprones and proteases. This induction in not observed in PGAM5 null flies (**B**), with simultaneous knockdown of bsk/JNK (**C**), or in FoxO null flies (**D**), demonstrating that the identified pathway is part of the UPR^mt^ in *Drosophila*. RNA was extracted from female thoracic tissue, at 7 days of age. All error bars are SEM of three technical replicates; *p<0.05, **p<0.01, then each *=0.1 x. 200 µM RU486 was used in all experiments.

**Figure 1—figure supplement 2.**
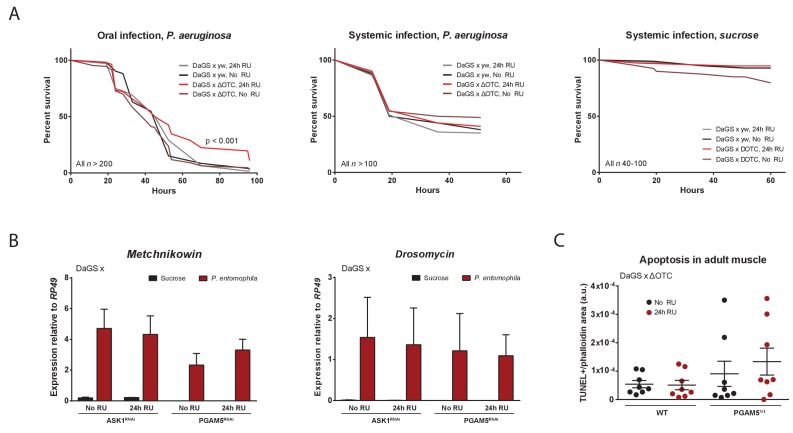
Immune activation by mitochondrial proteostatic stress. (**A**) Acute adult ΔOTC expression for 24 hr mildly improves resistance to pathogenic *Pseudomonas aeruginosa*, administered by feeding a sucrose solution (left). Resistance to humoral infections, by abdominal pricking, is not improved (right). (**B**) Induction of antimicrobial peptide genes by pathogen exposure is not affected by disrupting UPR^mt^ signaling, by knockdown of either ASK1 or PGAM5 for 24 hr pre-infection. (**C**) Quantification of muscle apoptosis as measured by the TUNEL assay, normalized to tissue area as determined by phalloidin staining. PGAM5 null flies show higher levels of apoptosis, but neither WT nor PGAM5 nulls show an increase in apoptosis after 24 hr ΔOTC expression.

**Figure 1—figure supplement 3.**
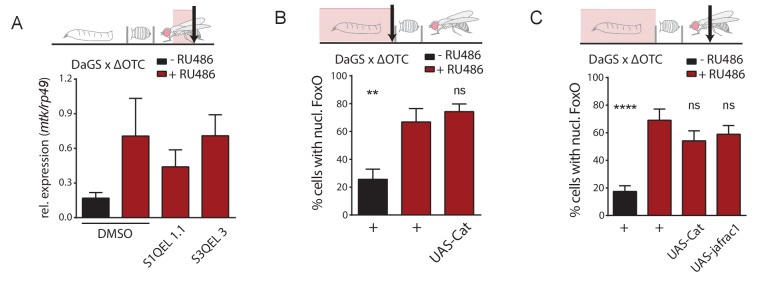
*Drosophila* UPR^mt^ signaling does not depend on reactive oxygen species (ROS). (**A**) Induction of antimicrobial peptides by ΔOTC expression is not affected by blocking mitochondrial ROS production, using inhibitors specific for either site I_Q_ or site III_Qo_ (see text for references on these compounds). (**B**) Reducing ROS by overexpression of the antioxidant enzyme catalase does not affect FoxO activation by developmental ΔOTC expression. (**C**) Overexpressing either catalase or thioredoxin peroxidase 1 (jafrac1) have no effect on persistent FoxO activation in adult flies following developmental ΔOTC expression. Error bars are SEM of two independent experiments; *p<0.05, **p<0.01, then each *=0.1 x. 200 µM RU486 used in all experiments.

We confirmed the induction of several immune genes by quantitative real-time PCR (qPCR), and further demonstrated that transcriptional induction of these genes was specifically triggered by mitochondrial stress and not by conditions that trigger the cytoplasmic- (heat shock) or endoplasmic reticulum (loss of ER-associated degradation after knockdown of Hrd1, (Bordallo et al., 1998)) unfolded protein responses (Figure 1c). We also used qPCR to confirm that ΔOTC expression leads to induction of mitochondrial chaperones and proteases associated with the UPR^mt^, under conditions used in earlier studies (Figure 1—figure supplement 1a). As further confirmation of immune activation, we tested the ability to fight off pathogenic bacteria introduced either orally or by abdominal pricking, following 24 hr of ΔOTC expression. Resistance to oral infection was mildly increased, while the speed by which flies succumb to humoral infection was unaffected; we speculate that this may be because the modest induction of immune genes is not sufficient to clear bacteria introduced directly to the hemolymph (Figure 1—figure supplement 2a). Initial experiments confirmed these phenotypes in both male and female flies (data not shown), and we opted to use females for all following experiments.

Activation of a transcriptional program that includes immune response genes by the UPR^mt^ has previously been noted in worms, where both immune and proteostatic gene induction is dependent on the ATFS-1 transcription factor (Nargund et al., 2012; Pellegrino et al., 2014). Since a homologous mediator of the response to mitochondrial stress in flies had not been described, we set out to identify transcription factors that could mediate the UPR^mt^ in this organism. We performed a targeted RNAi screen of transcription factors known to regulate immune and stress genes. Of the two methods initially used to induce the mitochondrial proteostatic stress, we opted to use ΔOTC for further experiments to minimize potential secondary effects of inducing ETC dysfunction. Because of its robust, specific and stable induction, we focused on the expression of the antimicrobial peptide *metchnikowin* (*Mtk*) as a reporter of mitochondrial stress. 

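Genes reported as induced by FoxO were on balance slightly higher than the control under ΔOTC, and foxo itself was not. Of 23 such genes measured in thorax, 17 were higher with ΔOTC, 5 of them by 2-fold or more, and the median log2 ratio was 0.35 (percentile 99.7). With ND75 RNAi, 12 were higher, 4 by 2-fold or more, and the median was 0.07 (percentile 98.6), which turns negative when members below 10 FPKM are left out. Thor (FBgn0261560), the translation repressor 4E-BP and a standard FoxO target, was listed at 1129.9 FPKM in the control, 2682 with ΔOTC and 1472 with ND75 RNAi. Its ratios were 2.37 (95% interval 2.28 to 2.47) and 1.30 (1.24 to 1.37). Gadd45, a stress-inducible gene of DNA repair and cell cycle arrest, was 8.68-fold and 2.51-fold higher, from 5.07 FPKM. The lipase gene Lip4 was 4.93-fold and 3.07-fold higher, from 4.00 FPKM. The zinc finger gene sug had ratios of 0.693 and 0.430, and the odorant-binding protein gene Obp99b of 0.529 and 2.24. The transcript of foxo (FBgn0038197) was listed at 22.5 FPKM in the control, 20.0 with ΔOTC and 16.8 with ND75 RNAi. Several members of the list, Gadd45 and Rel among them, also stand on the JNK or Imd lists.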

Knocking down the transcription factors *foxo* and *Relish*/*NF-κB*, but not *jun* or *kayak/Fos*, strongly suppressed *Mtk* induction (Figure 1d), consistent with upregulation of several FoxO target genes in our RNAseq data (Figure 1a). Because RNAseq further suggested activation of the c-Jun N-terminal kinase (JNK) pathway, and since JNK has been reported to regulate FoxO (Wang et al., 2005), we asked whether knocking down the *Drosophila* JNK *basket* (*bsk*) would prevent *Mtk* induction. Indeed, *Mtk* induction by mitochondrial stress was significantly impaired in *bsk* loss-of-function conditions (Figure 1d).

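Targets of JNK signaling were on balance higher than the control in both treated thoraces, and bsk, the kinase itself, was close to the control. Puckered (puc, FBgn0243512), the phosphatase that JNK induces to limit its own activity, was listed at 10.8 FPKM in the control, 33.0 with ΔOTC and 18.0 with ND75 RNAi, with ratios of 3.05 (95% interval 2.52 to 3.70) and 1.66 (1.30 to 2.11). The ETS factor Ets21C (FBgn0005660), another JNK-induced gene, was 16.4-fold higher with ΔOTC (8.68 to 35.1) and 9.92-fold with ND75 RNAi, from 0.727 FPKM. Jra, the fly Jun, was 3.07-fold higher with ΔOTC, and its ratio with ND75 RNAi was 1.09 (0.829 to 1.43). The Fos gene kay had ratios of 1.24 and 1.09, and bsk (FBgn0000229) of 1.22 and 0.833. Tig, a matrix protein, was 1.63-fold and 1.62-fold the control, and the glutathione transferase gene GstD1 0.840-fold and 0.529-fold. Of 20 JNK targets and components, 16 were higher with ΔOTC and 12 with ND75 RNAi, 6 and 3 of them by 2-fold or more. The median log2 ratios were 0.34 (percentile 99.3) and 0.21 (percentile 99.98), and their order turns with scaling to the median ratio.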

We next explored mechanisms by which mitochondrial stress could activate JNK. One of the JNK-activating kinases, Apoptosis Signaling Kinase 1 (ASK1), had been reported to interact with and be activated by the mitochondrial Serine/Threonine phosphatase Phosphoglycerate Mutase 5 (PGAM5) (Takeda et al., 2009). Knocking down *ASK1* and *PGAM5* blocked induction of *Mtk* after mitochondrial stress, suggesting that PGAM5, ASK1, and JNK are components of a pathway responsible for transducing mitochondrial stress to downstream transcription factors (Figure 1d). The lack of *Mtk* induction in *PGAM5* homozygous null mutants (*PGAM5^1/1^*) experiencing mitochondrial stress confirmed this finding (Figure 1d). To determine whether this pathway indeed represented UPR^mt^ signaling, we tested and confirmed that its disruption also blocks induction of classical UPR^mt^ genes such as *hsp60* and *hsp10* (Figure 1—figure supplement 1b–d).

We then asked whether *PGAM5* or *ASK1* also play a role in canonical pathways for antimicrobial peptide (AMP) induction, and measured induction of *Mtk* following exposure to the pathogenic *Pseudomonas entomophila*. Ubiquitously knocking down either *PGAM5* or *ASK1* had no effect on this response (Figure 1—figure supplement 2b), suggesting that the pathway mediating AMP induction in response to mitochondrial stress is distinct from the canonical *Toll* and *Imd* pathways.

Because PGAM5 has been reported to regulate apoptosis (Ishida et al., 2012; Wang et al., 2012), we further investigated whether ΔOTC-induced stress signaling was the result of increased apoptosis. Although PGAM5 null flies showed higher baseline levels of apoptosis, in line with previous reports (Ishida et al., 2012), ΔOTC expression stress did not induce apoptosis in our experiments (Figure 1—figure supplement 2c).

Since ASK1 can be activated by redox signaling (Saitoh et al., 1998), we also tested whether mitochondrial reactive oxygen species (ROS) production was required for transcriptional activation of AMPs. We blocked mitochondrial ROS production from sites on complexes I and III of the ETC using previously characterized compounds (Brand et al., 2016; Orr et al., 2013) but did not see any effect on *Mtk* induction after mitochondrial stress (Figure 1—figure supplement 3a). Along these lines, overexpression of the antioxidant enzymes Catalase and jafrac1/Trx-1 during developmental ΔOTC expression does not affect acute or lasting FoxO activation (Figure 1—figure supplement 3b & c). This suggests that direct activation of ASK1 by ROS is not the basis of ΔOTC-mediated AMP induction.

Together, these data indicate that the transcriptional response to mitochondrial unfolded proteins in flies is mediated by a pathway involving PGAM5 and ASK1, as well as JNK, Relish and FoxO (Figure 1e).

### Mitochondrial proteostatic stress does not induce longevity via improved adult immune function, or via changes to the microbiome

In both flies and worms, the UPR^mt^ has been reported to extend lifespan when activated during development (Durieux et al., 2011; Owusu-Ansah et al., 2013). To confirm this observation in our system, we used the ubiquitous RU486-inducible *daughterless* GeneSwitch (DaGS) driver to express ΔOTC throughout larval development only, and measured adult lifespan. As shown in Figure 2a,g—figure supplement 2, this treatment consistently extended maximum and median lifespan. Confirming observations in *C. elegans*, ΔOTC expression limited to adulthood did not lead to extended lifespan (Figure 2b). To determine whether the pathway we identified in the experiments described above is required for this longevity effect, we assessed lifespan in PGAM5 homozygous null flies (Figure 2c). The absence of PGAM5 prevented lifespan extension after developmental ΔOTC expression, suggesting that the protective effects responsible for lifespan extension are downstream of PGAM5. In line with this, the adult lifespan of FoxO double heterozygous null flies was significantly reduced after developmental ΔOTC expression (Figure 2d). Both PGAM5 and especially FoxO nulls also showed reduced survival through larval development when subjected to mitochondrial proteostatic stress (Figure 2—figure supplement 1). This suggests that FoxO activity plays an integral part in promoting resilience to mitochondrial stress in these conditions.

**Figure 2.**
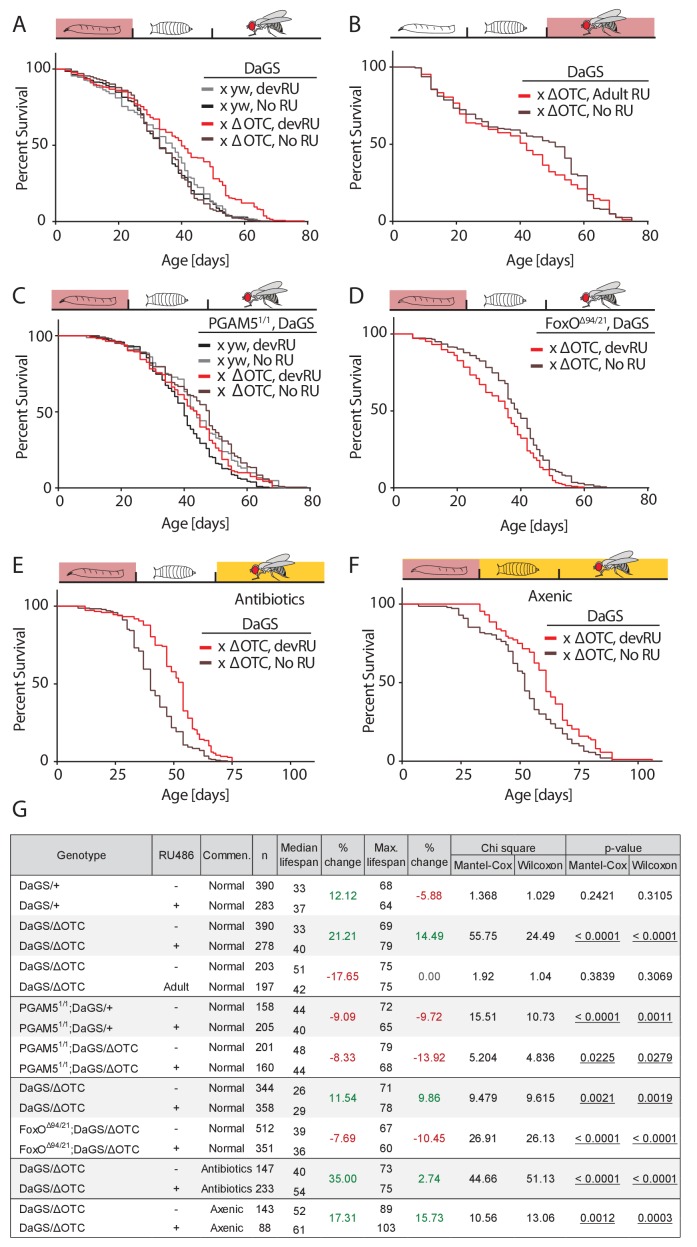
Developmental mitochondrial stress extends adult lifespan. (**A**) Expressing ΔOTC throughout larval development extends median and maximal adult lifespan by 21/14%, respectively. RU486 at 200 µM does not affect lifespan in genetic control flies. (**B**) Expressing ΔOTC throughout adulthood does not extend lifespan. (**C**) Null mutants for the mitochondrial protein PGAM5 do not live longer following developmental ΔOTC expression. (**D**) Null mutants for FoxO do not live longer following developmental ΔOTC expression. These flies also showed strongly reduced survival through developmental mitochondrial stress (see supplementary). (**E**) Flies given antibiotics throughout adulthood still show lifespan extension by developmental ΔOTC expression. (**F**) Flies raised in a sterile environment from egg stage still show lifespan extension by developmental ΔOTC expression. (**G**) Statistical analysis of lifespan experiments. Each graph contains data pooled from 2 + independent experiments. Individual experiments, mortality graphs and life tables are shown in Supplement 4 and File 2.

**Figure 2—figure supplement 1.**
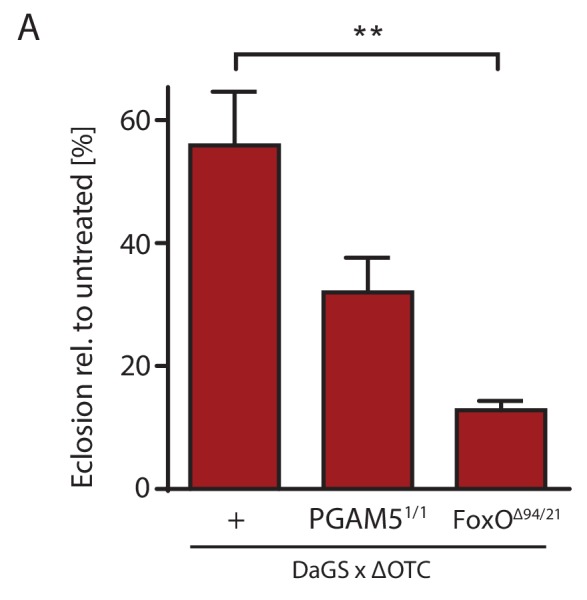
Survival through development stress requires UPR^mt^ signaling. (**A**) Null mutants for FoxO show significantly impaired survival during larval development when exposed to mitochondrial proteostatic stress. Survival of PGAM5 null flies was affected, but less severely. Error bars are SEM of three independent experiments; *p<0.05, **p<0.01, then each *=0.1 x. 200 µM RU486 used in all experiments.

**Figure 2—figure supplement 2.**
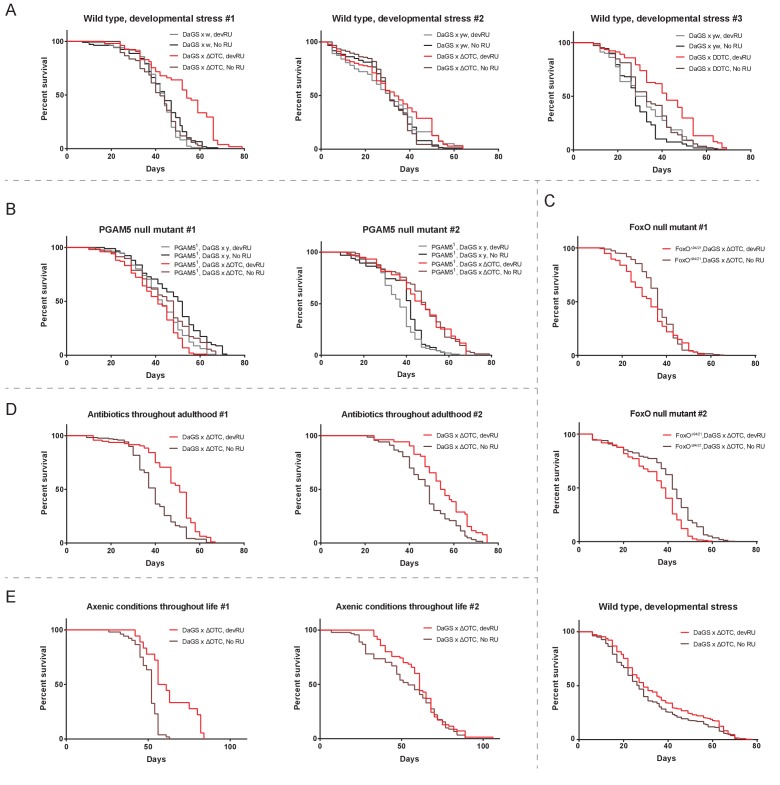
Individual longevity curves. Individual experiments comprising the curves presented in Figure 2, for (**A**) developmental ΔOTC expression, (**B**) developmental ΔOTC expression in a PGAM5 null background, (**C**) developmental ΔOTC expression in a FoxO null background, including a simultaneous control experiment of developmental ΔOTC expression in wild type flies as a positive control for lifespan exptension (bottom). (**D**) Developmental ΔOTC expression in flies fed antibiotics throughout adulthood, and (**E**) developmental ΔOTC expression in flies raised in sterile conditions.

**Figure 2—figure supplement 3.**
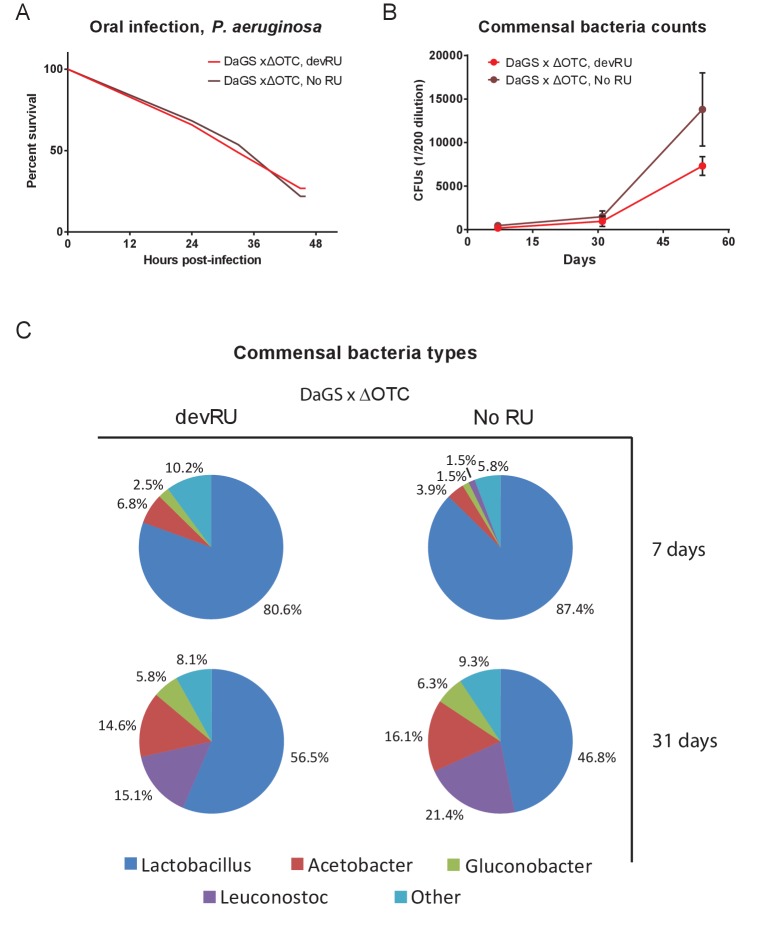
Developmental ΔOTC expression does not produce long-term changes in pathogen resistance or to the microbiome. (**A**) Resistance to pathogenic *P. aeruginosa*, administered orally, is not changes in adult flies following developmental ΔOTC expression. (**B**) Commensal bacteria were quantified in early (7 d), mid (31 d) and late life (54 d), by plating intestinal extracts on non-selective plates. No significant difference is seen after developmental ΔOTC expression. (**C**) Microbiome composition was evaluated by 16S sequencing at 7 and 31 days. Again, no significant differences in distribution of genii was introduced by developmental ΔOTC expression.

**Figure 2—figure supplement 4.**
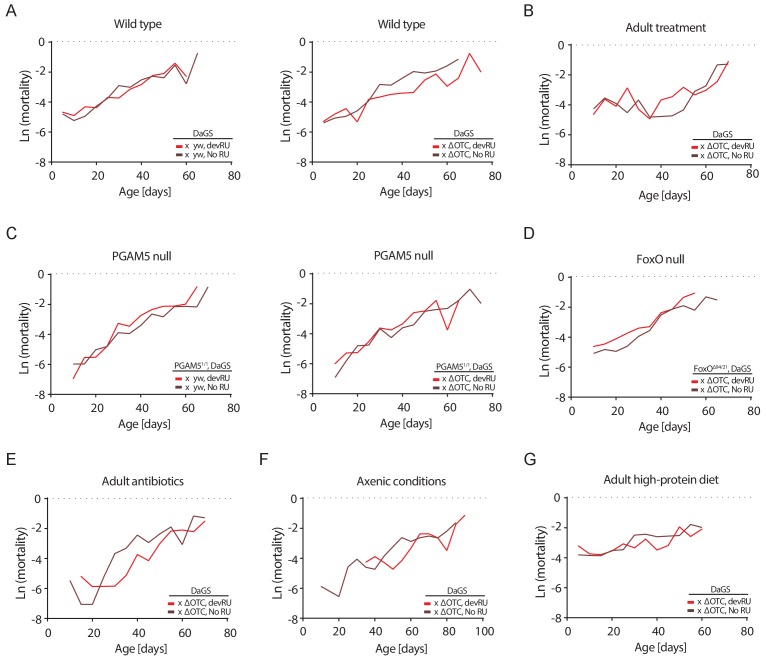
Mortality rates for all lifespan experiments. Age-specific mortality (µx) was estimated as µx = -ln(px), where px is the probability of an individual alive during the previous interval surviving to interval x. As deaths were counted thrice weekly, mortality was binned to intervals of five days. Data matches lifespan curves in Figures 2 and 5: (**A**) Developmental ΔOTC expression, (**B**) adult ΔOTC expression, (**C**) developmental ΔOTC expression in a PGAM5 null background, (**D**) developmental ΔOTC expression in a FoxO null background, (**E**) developmental ΔOTC expression in flies fed antibiotics throughout adulthood, (**F**) developmental ΔOTC expression in flies raised in sterile conditions, and (**G**) developmental ΔOTC expression with adult flies receiving a high-protein diet. See Supplementary file 2 for complete life tables.

In worms, the UPR^mt^ also induces the expression of immune genes (Pellegrino et al., 2014), but it has not been explored whether UPR^mt^-induced longevity is a result of improved immune function. Since our data showed that the pathway responsible for activating immune-response genes during mitochondrial stress is also required for longevity, we hypothesized that the UPR^mt^ might extend lifespan by improving the ability to fight off infections and/or by altering the microbiome. To test this hypothesis, we repeated our lifespan experiments in two conditions where flies are not exposed to microbes; in one condition, eggs were washed in bleach (HClO) to eliminate microbes, then transferred to a sterile hood and reared on autoclaved food throughout development and adult life. In the second condition, we added a cocktail of antibiotics shown to eliminate all culturable strains of the microbiome (Li et al., 2016) to the food of adult flies. Both conditions prevent pathogen exposure and eliminate the adult microbiome, while the first condition further prevents the formation of a larval microbiome. In both cases, we observed increased median and maximal lifespan after developmental ΔOTC expression, just as in flies reared normally (Figure 2e–f). Larval ΔOTC expression also did not affect pathogen resistance at day 7 of adulthood (Figure 2—figure supplement 3a). We further analyzed the intestinal microbiome load (as assessed by colony-forming units, CFUs) at different points of life after developmental ΔOTC expression, and found no significant difference relative to controls (Figure 2—figure supplement 3b). To test effects on microbiome composition, we performed 16S sequencing in young and old flies after developmental ΔOTC expression, and similarly found no major changes relative to controls (Figure 2—figure supplement 3c). Altogether, these data indicate that activation of the immune system following developmental ΔOTC expression does not contribute to the observed increase in adult longevity.

### Developmental mitochondrial proteostatic stress affects the metabolic state of adult flies and leads to persistent FoxO activation in the fat body

To further explore potential physiological mechanisms conferring lasting protective effects of developmental mitochondrial stress, we assessed whether metabolism in adult flies is affected (Figure 3, Figure 3—figure supplement 1). We first tested the ratio of NAD/NADH, as a measure of mitochondrial function, but did not detect changes in adults after developmental ΔOTC expression (Figure 3a). We also did not see changes in MitoTracker intensity in muscle tissue from adults after developmental ΔOTC expression (Figure 3—figure supplement 1a). However, we found that expressing ΔOTC during development leads to reduced triglyceride (TAGs) concentrations (relative to total protein) in adult flies (Figure 3b); this phenotype is consistent with activation of FoxO, which is known to induce lipases and increase fat metabolism (Karpac et al., 2013). PGAM5 null mutants did not show a decrease in TAG levels, supporting the notion that this metabolic shift results from UPR^mt^ signaling.

**Figure 3.**
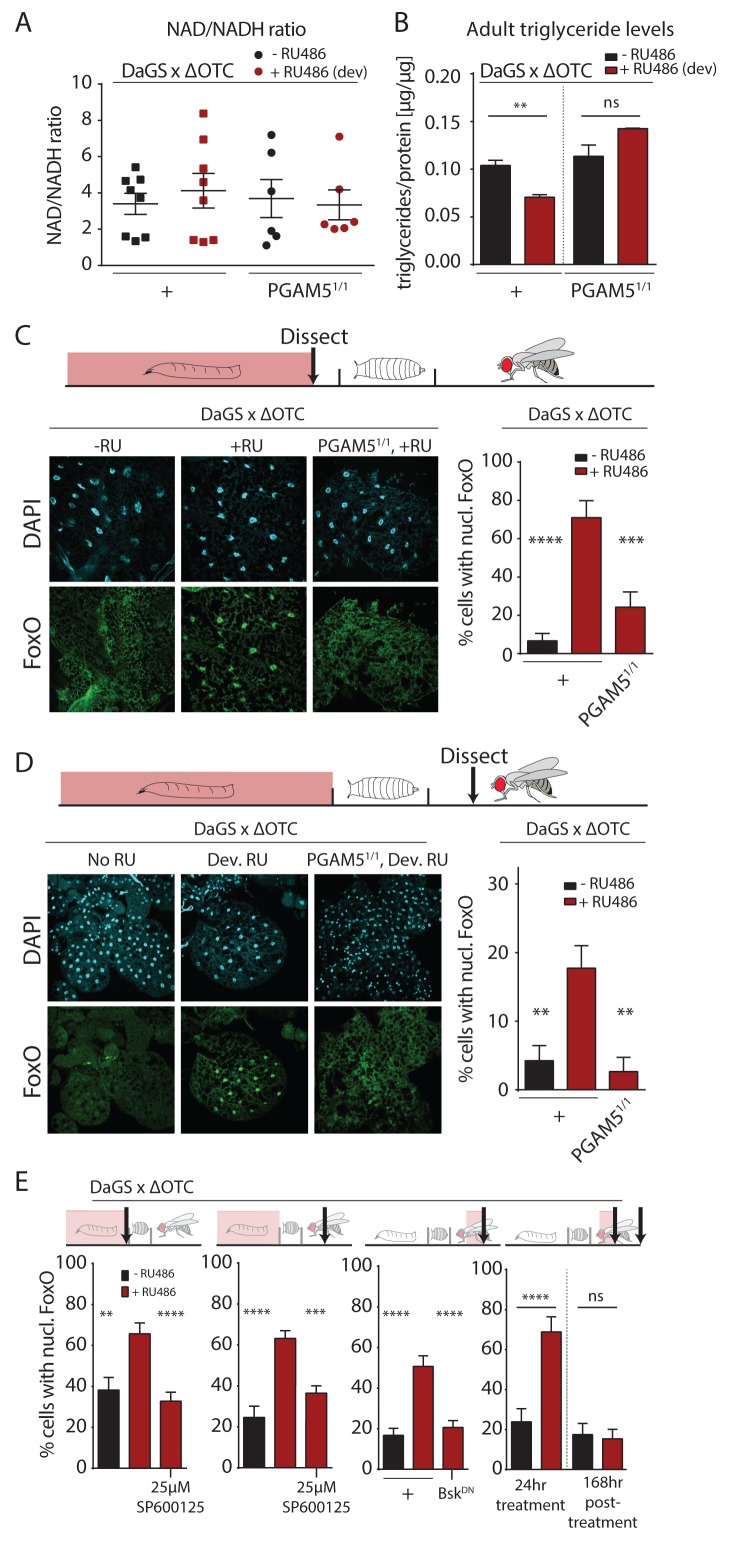
Developmental mitochondrial stress changes adult metabolism and leads to lasting activation of FoxO. (**A**) Developmental ΔOTC expression does not affect the ratio of NAD/NADH in adult flies. (**B**) Developmental ΔOTC expression lowers steady-state triglyceride levels in adult flies, consistent with fat body FoxO activation. In PGAM5 null flies this effect is not seen. p-values are 0.011 and 0.567. (**C**) ΔOTC expression throughout development leads to increased nuclear localization of FoxO in the fat body of third instar larvae. This effect is neutralized in PGAM5 null larvae. p-values are <0.0001 and 0.0001. (**D**) Adult fat bodies show persistent nuclear FoxO localization after developmental stress. Flies were dissected 7 days after eclosion, with no adult ΔOTC expression. p-values are 0.002 and 0.002. (**E**) Larval and lasting FoxO translocation by the mitochondrial stress can be blocked by simultaneously administering the JNK inhibitor SP600125 (far left and left). p-values are 0.001 and <0.0001;<0.0001 and 0.0002. Similarly, 24 hr mitochondrial stress in adult flies leads to FoxO translocation, which is blocked by simultaneous expression of dominant negative bsk/JNK (right). p-values are <0.0001 and<0.0001. In contrast to developmental treatment, FoxO activation induced by adult ΔOTC expression does not persist 1 week after treatment is stopped (far right). p-values are <0.0001 and 0.96. All error bars are SEM from two independent experiments. Student’s t-test (**B**) or ANOVA with dunnett’s multiple comparisons (**A, C–E**); *p<0.05, **p<0.01, then each *=0.1 x. 200 µM RU486 used in all experiments. . 10.7554/eLife.26952.014Figure 3—source data 1.Developmental mitochondrial stress changes adult metabolism and leads to lasting activation of FoxO.

**Figure 3—figure supplement 1.**
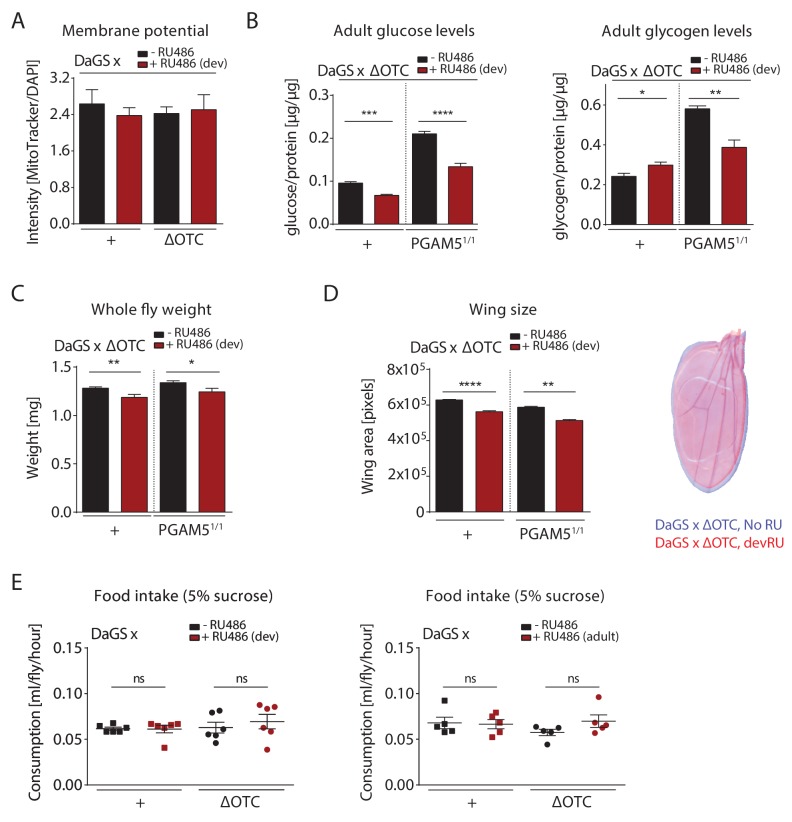
Metabolic effects of developmental ΔOTC expression. (**A**) Developmental ΔOTC expression does not change mitochondrial content/membrane potential, as determined by relative intensity of MitoTracker to intensity normalized to DAPI. (**B**) Developmental ΔOTC expression leads to a slight increase in adult whole body glycogen stores, normalized to total protein. This effect is reversed in PGAM5 null flies. Adult whole body glucose levels in both wild type and PGAM5 null flies. (**C**) Adult body weight is reduced in both wild type and PGAM5 null flies after developmental ΔOTC expression. (**D**) Adult wing size is similarly reduced in both wild type and PGAM5 null flies after developmental ΔOTC expression. (**E**) Food intake is not affected in adult flies after developmental or acute ΔOTC expression, as determined by the CAFE liquid feeding assay.

The fat body is a major metabolic organ in *Drosophila*, and we have previously shown that JNK activation in the larval fat body leads to nuclear translocation and activation of FoxO (Wang et al., 2005). We therefore used immunohistochemistry to explore the dynamics of FoxO localization in the fat body in response to mitochondrial stress. ΔOTC expression during development strongly induced nuclear translocation of FoxO in late L3 larval fat bodies (Figure 3c). Again, this was not evident in PGAM5 null mutant larvae. FoxO is a known regulator of stress responses and organismal lifespan, but in order to directly promote longevity in response to developmental UPR^mt^, FoxO would have to remain active during adulthood. To test this, we imaged adult fat bodies one week after eclosion and found that flies retained nuclear-localized FoxO after developmental ΔOTC expression (Figure 3d). We next tested whether this lasting effect on FoxO was dependent on JNK activity during development, by adding the JNK inhibitor SP600125 to the larval food. This treatment inhibited both larval and adult translocation of FoxO to the nucleus (Figure 3e, left). To confirm that this was due to specific inhibition of JNK/bsk, we also used genetic tools to block this pathway. Developmental expression of dominant negative bsk (bsk^DN^) was lethal, but expressing bsk^DN^ simultaneously with ΔOTC in adult flies limited FoxO nuclear translocation (Figure 3e).

Since developmental activation is crucial for UPR^mt^-mediated longevity ((Durieux et al., 2011) and Figure 2b), we tested whether the lasting effect on FoxO depends on the timing of ΔOTC expression. We expressed ΔOTC for 24 hr on day 3 of adulthood, which lead to acute but not lasting nuclear translocation of FoxO (Figure 3e, right). The absence of a persistent response to mitochondrial stress after adult treatment adults is consistent with the lack of lifespan extension in these conditions (Figure 2b). Our results suggest that the persistent activation of FoxO in response to the developmental activation of the UPR^mt^ is the mechanism by which developmental but not adult mitochondrial stress can extend lifespan.

### Heat-shock proteins are persistently upregulated in adult flies after developmental stress

To test this hypothesis, we then explored the transcriptional consequences of developmentally activated, persistent FoxO activation in adults. We performed RNA sequencing of fat bodies from both larvae acutely expressing ΔOTC, and 7-day-old adults that had experienced larval ΔOTC expression. 

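The larval libraries were dominated by a few storage and secretory transcripts, and the adult libraries less so. The larval serum proteins Lsp1gamma and Lsp2, storage proteins made by the fat body before pupariation, stood at 29579 and 38635 FPKM in wild-type larvae without RU486, and the salivary glue gene Sgs7 at 79168 FPKM. The 10 most abundant genes held 35.7% to 45.7% of the FPKM sum in larvae and 17.5% to 24.6% in adults. Lsp1beta is listed at 0 in wild-type larvae with RU486, while the other larval libraries give it 24234 to 49866 FPKM, and such an entry can be a failed estimate. Fat bodies were dissected by hand from third-instar larvae or from adults at 7 days of age, 15 animals per sample, and each of the 4 combinations of genotype and RU486 was sequenced as 1 library per stage. The driver was daughterless GeneSwitch with UAS-ΔOTC, 200 µM RU486 was given in larval food, and the control was the same cross without RU486. No fat body library had RU486 without UAS-ΔOTC, so effects of RU486 and of ΔOTC cannot be told apart there. The adults had received RU486 as larvae only. Low values stepped as in the thorax tables, and put 6200000, 8840000, 5770000 and 3910000 fragments behind the larval libraries in the order wild type without and with RU486, then PGAM5 null without and with RU486. The adult libraries in the same order held 6480000, 7020000, 6680000 and 6250000. A gene was called as in thorax, against the library of the same genotype and stage without RU486. The median gene had a ratio of 0.707 in wild-type larvae and 0.782 in PGAM5 null larvae, so that scaling to the median ratio shifts larval log2 ratios by 0.64 and 0.26. In adults the shifts were 0.06 and -0.05. A larval gene whose ratio is near the median is therefore reported as such, not as lower with RU486.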

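PGAM5 is a phosphatase of the mitochondrial membrane, and its transcript was nearly missing from the mutant libraries. Pgam5 (FBgn0023517) was listed at 11.8 FPKM in wild-type adult fat body without RU486 and 10.1 with it, and at 0.841 and 0 FPKM in the null adults. In larvae it stood at 16.8 and 13.3 FPKM in wild type and at 0.577 and 0.289 FPKM in the null. ND75 had RU486 ratios of 1.75 in wild-type and 1.75 in null larvae, and of 1.11 and 0.962 in adults. The genotypes also differed without RU486. Antimicrobial peptide genes were higher in null than in wild-type larvae, with a median log2 ratio of 1.14 over 15 members (percentile 100). Cytosolic heat shock proteins and co-chaperones were higher in null than in wild-type adults, with a median of 0.71 over 27 members, and Hsp68 stood at 60.7 FPKM against 23.1 in wild type. Gut digestive enzymes were at least 2-fold lower in null adults for 22 of 22 members. The maltase gene Mal-A1 stood at 0.364 FPKM against 871 in wild type. Muscle markers had a median of 1.02 in null against wild-type adults and of -0.79 in larvae.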

To distinguish the specific transcriptional response responsible for longevity from more general adaptations to mitochondrial stress, we performed this experiment in both wild type and PGAM5 null mutant larvae and adult flies. We observed a large number of upregulated genes in the acutely stressed larvae (Figure 4a; using a minimum baseline FPKM value of 10 and a cutoff of 3-fold induction relative to controls). These genes were predominantly involved in energy metabolism, and showed considerable overlap between the wild type and PGAM5 null mutant data sets. 

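In wild-type larval fat body, enzymes of fat synthesis and of glycerol metabolism and a secreted peptide stood well above the library without RU486. Nplp2, a neuropeptide-like precursor, had the highest ratio among genes with a control FPKM of 10 or more. It stood at 1809 FPKM without and 19370.3 with RU486, 10.7-fold higher. Gpdh (FBgn0001128), the glycerol-3-phosphate dehydrogenase that links glycolysis to fat synthesis, stood at 109 and 571 FPKM, 5.22-fold higher (95% interval 4.90 to 5.56). The yolk protein gene Yp3 was 6.93-fold higher, the cuticle protein gene Cpr47Ec 6.22-fold and the glutathione transferase gene GstD7 5.79-fold. In PGAM5 null larvae Nplp2 was again the highest among genes with a control FPKM of 10 or more, 13.4-fold higher, and Gpdh was 8.18-fold higher. The null list also held the immune-induced peptide IM3, 7.76-fold higher against a ratio of 0.0391 in wild type, TotC, 7.37-fold higher against 0.615, and the larval cuticle gene Lcp65Ab1, 8.76-fold higher against 0.906. Of 5225 genes with a control FPKM of 10 or more, 45 were induced in wild type, and of 4828 in the null, 75. Genes of other tissues differed within these pairs too. Testis genes were lower with RU486 in wild type for all 16 members, with a median log2 ratio of -2.77, and the spermatid tubulin gene betaTub85D stood at 94.3 FPKM without and 9.89 with RU486. Gut digestive enzymes were lower with RU486 in the null for all 20 members, with a median of -4.40, and Jon66Ci, a midgut protease, stood at 329 and 0.196 FPKM. Peritrophin-15b, of the gut lining, was 4.95-fold higher with RU486 in wild type and stood at 481 and 0.604 FPKM in the null. Muscle markers had medians of -0.82 in wild type and 0.95 in the null. With scaling to the median ratio, 181 wild-type and 104 null genes pass the same threshold.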

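Genes of glycolysis, the respiratory chain, ATP synthase and lipid metabolism stood above the median gene with RU486 in both larval genotypes. Glycolysis had a median log2 ratio of 0.92 in wild type, with 14 of 17 members higher, and of 0.67 in PGAM5 null, with 15 higher. The nuclear genes of ATP synthase were higher for all 13 members in each genotype, with medians of 0.91 and 0.68. Complex I had medians of 0.56 and 0.22, complexes II, III and IV 0.72 and 0.43, the TCA cycle 0.49 and 0.35, and fatty acid and lipid metabolism 0.37 and 0.55. Each of these medians lay at percentile 99.4 or above among matched random lists. Genes of the ecdysone response and of the last larval instar, which prepare pupariation, were on balance lower with RU486 in both genotypes. A difference in larval stage within each pair was therefore not separated from a response to ΔOTC. Cytochrome c (Cyt-c-p) stood at 56.4 FPKM without and 202 with RU486 in wild type, 3.59-fold higher, and was 5.42-fold higher in the null. The fatty acid synthase gene CG3523 (FBgn0027571) stood at 82.1 and 389 FPKM in wild type and at 46.4 and 349 FPKM in the null. The desaturase gene desat1 was 3.23-fold and 4.80-fold higher, and pyruvate kinase (PyK) 3.30-fold and 3.46-fold. Acetyl-CoA carboxylase (ACC), the committed step of fatty acid synthesis, was 13.1-fold and 15.1-fold higher from a control below 10 FPKM. Both genotypes shared 21 induced genes, 46.7% of the wild-type list (exact 95% interval 31.7% to 62.1%), where independent lists would share 0.571. Besides Cyt-c-p, CG3523, desat1 and PyK, they include ATP citrate lyase (ATPCL), the acyl-CoA dehydrogenase gene CG3902, the acyl-CoA binding protein gene Dbi, the glycogen branching enzyme gene CG33138 and the globin gene glob1. A further 24 genes were induced in wild type only and 54 in the null only at these thresholds, and the differences between genotypes were not tested. Of the 45 wild-type genes, 35 had a null control of 10 FPKM or more and could be called there. With a 2-fold threshold in the null at any null control, 34 genes were in both and 11 in wild type only. Antimicrobial peptides had a median of 2.16 in the null and -0.11 in wild type, where the sign turns positive with scaling to the median ratio. Drosomycin (Drs) stood at 419 and 1342 FPKM in the null and at 411 and 31.0 FPKM in wild type. Scaled to the median ratio, 68 genes were induced in both genotypes.

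**Figure D2:**
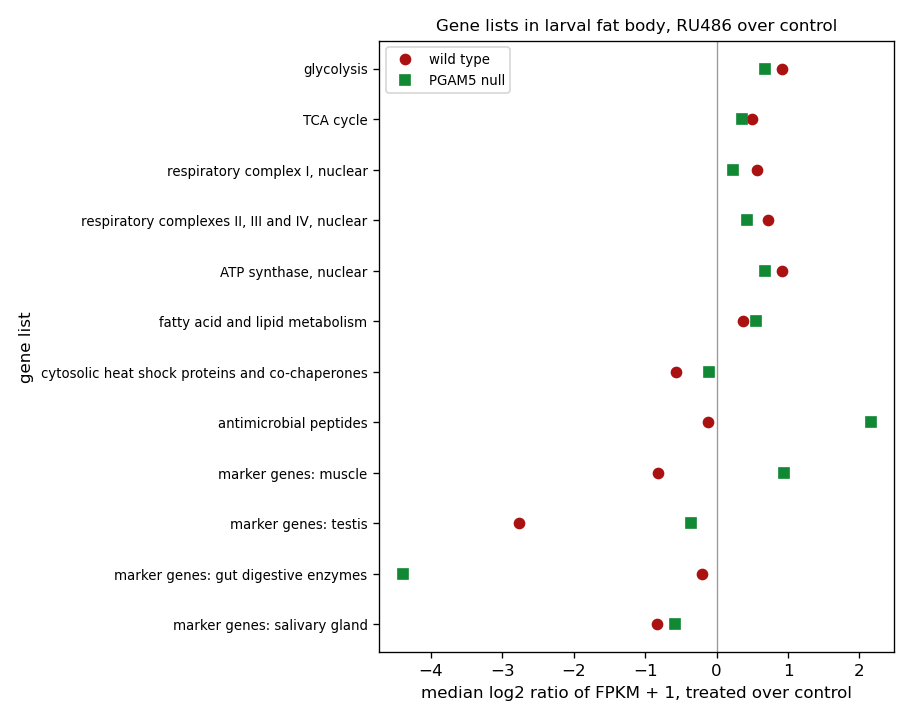
Median log2 ratio of FPKM + 1 with against without RU486 for each gene list in larval fat body, with wild type as red circles and PGAM5 null as green markers. Energy metabolism lists lie to the right of 0 in both genotypes, while antimicrobial peptides (2.16 against -0.11) and gut digestive enzymes (-4.40 against -0.20) lie apart, although both wild-type medians turn positive with scaling to the median ratio.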

Only a small number of these (predominantly heat-shock and stress response genes) remained upregulated in adult flies. 

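Heat shock genes made up most of what was induced in wild-type adult fat body. Hsp68 (FBgn0001230), an inducible cytosolic Hsp70 family chaperone, stood at 23.1 FPKM without and 658 with RU486 in development, 28.5-fold higher (95% interval 25.4 to 32.0). The small heat shock protein genes Hsp27, Hsp22 and Hsp26 were 23.5-fold, 11.1-fold and 10.2-fold higher. In all, 16 of 5015 genes were induced. Of the cytosolic heat shock proteins and co-chaperones, 24 of 26 were higher, 15 by 2-fold or more, and the median log2 ratio was 1.63 (percentile 100). The same list had a median of -0.57 in wild-type larvae, close to that of all larval genes. None of the 45 genes induced in wild-type larvae was among the adult 16, of which 8 had a larval control of 10 FPKM or more and could be called there. Independent lists would share 0.0898, so an overlap of 0 does not show that the lists differ. Of those larval genes, 24 were higher in adults at any fold and 1 by 2-fold or more. Of the adult 16, 3 were higher in wild-type larvae at any fold and 2 by 2-fold or more, Hsp70Bb (4.38-fold, from 1.58 FPKM) and asparagine-synthetase (2.40-fold), and the median larval ratio was 0.663. Hsp27 was abundant in larvae, at 531 FPKM without and 116 with RU486. Gut digestive enzymes were lower with RU486 in these adults for all 22 members, with a median of -4.50, and Jon99Ciii stood at 516 and 1.79 FPKM. The transcripts of larval fat body had a median of 1.79, and Fbp2, one of them, was 5.74-fold higher. When the filter on the control was lowered to 1 FPKM, 57 adult genes were induced and 2 of them also in larvae.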

Notably, none of the genes induced persistently in wild-type flies remained induced in PGAM5 nulls (Figure 4b,c). These genes include twelve chaperones, some of which are FoxO targets (Donovan and Marr, 2016; Wang et al., 2003) and have previously been shown to extend lifespan when upregulated (Liao et al., 2008; Morrow et al., 2004; Tatar et al., 1997; Wang et al., 2003; Zhao et al., 2005). 

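In PGAM5 null adults the same genes were not higher after larval RU486, and most stood below the null library without RU486. Of the 16 genes induced in wild-type adults, 15 were lower with RU486 in the null and 11 were at least 2-fold lower. Hsp68 stood at 60.7 FPKM without and 6.30 with RU486 in the null, a ratio of 0.104 (95% interval 0.0814 to 0.130). Hsp22 had a null ratio of 0.357, Hsp26 of 0.537 and Hsp27 of 0.765. AttB, an antibacterial peptide, was the exception, with ratios of 3.02 in wild type and 1.19 in the null. Without RU486, 13 of the 16 were higher in the null than in wild type, by a median factor of 1.73. Over the whole list of cytosolic heat shock proteins and co-chaperones, 26 of 27 members were lower with RU486 in the null, with a median log2 ratio of -0.88. The null had 18 induced genes of its own, eggshell and other ovary genes among them, and 0 were shared with wild type. The vitelline membrane gene Vm26Ab stood at 10.1 FPKM without and 283 with RU486, and ovary and germline genes were higher for all 20 members, with a median of 2.80. At a control FPKM of 1 or more, 11 genes were induced in both genotypes. The difference between the genotypes was not tested, since each ratio rests on 1 pair of libraries. From their absence among the genes induced in PGAM5 nulls, the legend of Figure 4 states that the persistent genes depend on functional stress signaling.

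**Figure D3:**
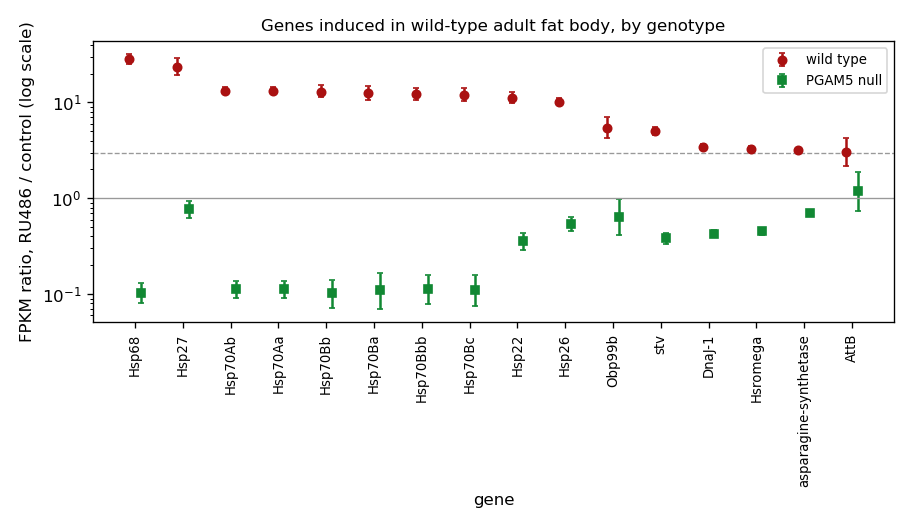
FPKM ratio with against without RU486 on a log scale for the 16 genes induced in wild-type adult fat body, with wild type in red and PGAM5 null in green. Bars are 95% counting intervals (none for asparagine-synthetase), the solid line marks a ratio of 1 and the dashed line 3. Wild-type ratios run from 3.02 to 28.5 and null ratios from 0.102 to 1.19.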

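The chaperones among the induced adult genes were Hsp70 copies, small heat shock proteins and co-chaperones, most of them cytosolic, and the matrix chaperonin Hsp60 was not among them. Of 16 genes, 12 encode chaperones or co-chaperones, and 6 of these are near-identical copies of Hsp70. The copies range from 12.1-fold (Hsp70Bc) to 13.2-fold (Hsp70Ab), and reads cannot always be told apart between them. Starvin (stv), a BAG-family co-chaperone that works with Hsp70, stood at 35.4 FPKM without and 177 with RU486, 5.00-fold higher, and the Hsp40 gene DnaJ-1 at 91.1 and 312 FPKM, 3.43-fold higher. Hsp23, another small heat shock protein, was 2.99-fold higher and fell just short of the threshold. Of 21 mitochondrial chaperones and proteases, 13 were higher with RU486, with a median log2 ratio of 0.05 (percentile 86.2), and Hsp22 was the member at 2-fold or more. Hsp60 stood at 142 FPKM without and 139 with RU486, a ratio of 0.976 (0.918 to 1.04), and its partner CG11267 had a ratio of 0.987. Chaperones and stress genes of the endoplasmic reticulum had a median of 0.03. The other 4 genes are AttB, the odorant-binding protein gene Obp99b, the heat-inducible noncoding RNA gene Hsromega, 3.26-fold higher, and asparagine-synthetase, 3.15-fold higher.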

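Among odorant-binding proteins of the 99 cluster, which bind small hydrophobic molecules, Obp99b stood apart in wild-type adult fat body, and the tetraspanin genes of the 42E cluster, which encode membrane proteins, did not reach 3-fold. Obp99b (FBgn0039685) was listed at 28.5 FPKM without and 154 with RU486 in development, 5.39-fold higher (95% interval 4.22 to 6.97), and at 22.9 and 14.8 FPKM in the PGAM5 null. Obp99a stood at 654 and 763 FPKM in wild type, Obp99c at 2416 and 2939 FPKM, and Obp99d at 1.29 and 0.595 FPKM. Of the Tsp42E genes, Tsp42Ef stood at 44.4 and 53.2 FPKM in wild type, a ratio of 1.199, and Tsp42Ek had the highest ratio, 1.38 (0.374 to 5.71). Tsp42Ed stood at 173 and 82.9 FPKM, Tsp42Eb at 189 and 15.4 FPKM, and Tsp42Ec at 66.1 and 0.336 FPKM. Gut digestive enzymes were also much lower with RU486 in this pair. Less gut RNA and lower expression therefore cannot be told apart for Tsp42Ed, Tsp42Eb and Tsp42Ec. Tsp42Ea had a ratio of 0.611, and Tsp42Ee one of 0.883, which exceeds 1 with upper quartile scaling. In the null, Tsp42Ea had a ratio of 1.11, Tsp42Ed of 0.743 and Tsp42Ef of 0.884.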

The only non-chaperone-encoding genes in this list (Tsp42E and Obp99) are also regulated by FoxO and are involved in lifespan regulation (Alic et al., 2014; Bai et al., 2013). 

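The mitochondrial peroxiredoxin gene Prx3 was modestly higher after larval RU486 in wild-type adult fat body, and genes reported as induced by FoxO did not move together. Prx3 (FBgn0038519), which removes hydrogen peroxide in mitochondria, was listed at 85.9 FPKM without and 130.3 with RU486 in wild type, a ratio of 1.52 (95% interval 1.35 to 1.71). In PGAM5 null adults it stood at 124 and 136 FPKM, a ratio of 1.096 (0.986 to 1.22). The cytosolic peroxiredoxin gene Jafrac1 had ratios of 0.915 in wild type and 0.798 in the null, and catalase (Cat) of 1.24 and 0.743. Antioxidant and glutathione genes had a median log2 ratio of -0.09 in wild type over 23 members, positive with upper quartile scaling, and -0.07 in the null. Of 23 genes reported as induced by FoxO, 11 were higher in wild type with RU486, 1 of them by 2-fold or more and 3 at least 2-fold lower. The median was -0.01 (percentile 31.9), and its sign turns positive with median ratio or upper quartile scaling. The null median was -0.13 (percentile 7.87). Thor stood at 658 and 476 FPKM in wild type, a ratio of 0.723. The lipase gene bmm, which mobilizes stored fat, had a ratio of 1.32, Lip4 of 1.101, Gadd45 of 0.304, and the glucosidase gene tobi of 0.226. The insulin-like peptide gene Ilp6, also on the list, was higher in wild type by less than 2-fold.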

Additional FoxO targets, such as peroxiredoxin 3 (Chiribau et al., 2008), were also upregulated in adults following developmental ΔOTC expression, but fell below our 3-fold cutoff. Similarly, targets that are negatively regulated by FoxO were found to be downregulated in response to developmental mitochondrial stress (Supplementary File 1).

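Of genes reported as repressed by FoxO, which the paper's text does not name, only dawdle (daw, FBgn0031461) was listed here. It is an activin-like ligand of the TGF-β family. Its transcript was close to the control in adults. It was listed at 50.4 FPKM without and 48.9 with larval RU486 in wild-type adult fat body, a ratio of 0.969 (95% interval 0.882 to 1.06). In PGAM5 null adults the ratio was 0.952 (0.876 to 1.03). In larvae daw stood at 62.6 and 49.4 FPKM in wild type, a ratio of 0.789, and its null ratio was 0.824, both near that of the median larval gene. In thorax the ratios were 1.86 with ΔOTC and 1.15 with ND75 RNAi.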

**Figure 4.**
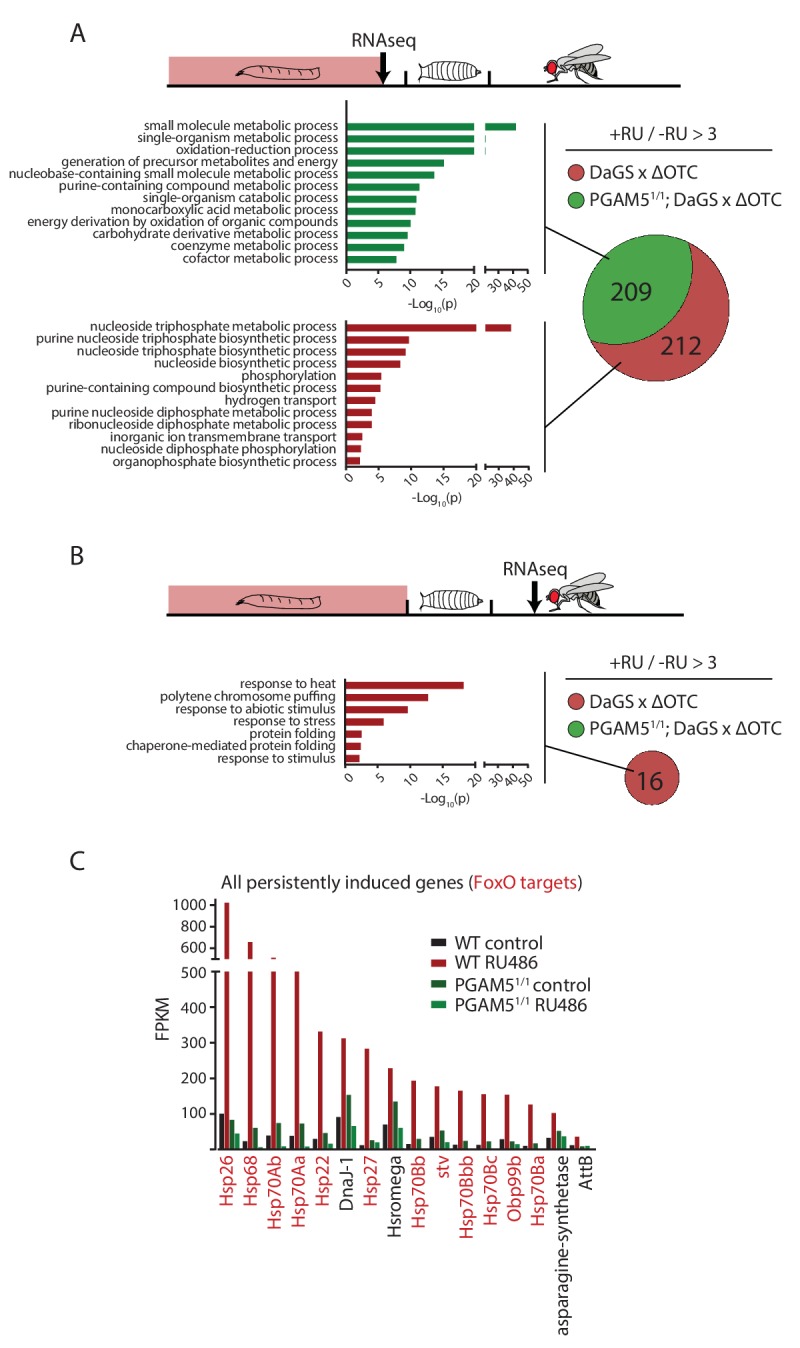
Lasting transcriptional activation of FoxO targets after developmental stress. (**A**) Venn diagram shows genes upregulated ≥3 x in fat bodies from third instar larvae undergoing mitochondrial proteostatic stress relative to untreated controls, where control FKMP ≥10. We separate genes whose upregulation depends on the identified stress signaling pathway (red) from those induced by other means (green), by comparing the transcriptional profile of PGAM5 null mutant larvae. Bar graphs show overrepresented Gene Ontology terms within each group of genes, showing mainly metabolic changes. Redundant GO terms were trimmed using REVIGO. (**B**) Venn diagram shows genes whose expression levels are persistently upregulated ≥3 x after developmental stress. All these genes were dependent on functional UPR^mt^ signaling (i.e. not induced in PGAM5 nulls). Most of these genes correspond to heat-shock proteins. (**C**) Expression of the persistently upregulated genes is shown for all conditions, with FoxO target genes highlighted in red. Several of these have been shown to extend lifespan when overexpressed (see text). Full raw data found in Suppl. File 1. 200 µM RU486 was used.

### Persistent FoxO activation and lifespan are diet-dependent and regulated by mTORC1 and GCN-2 activity

To identify the biological mechanism promoting persistent FoxO activation, we first analyzed potential post-translational modifications of FoxO. It was previously reported that nicotinamide adenine dinucleotide (NAD+) precursors activate the UPR^mt^ in worms, via the deacetylase *sir-2.1* (Mouchiroud et al., 2013). Knocking down *Sirt2* (the fly homologue of *sir-2.1* and *SIRT1*) during developmental ΔOTC expression, however, did not affect FoxO nuclear localization, and neither *Sir2* overexpression nor supplementation with the NAD precursor nicotinamide riboside were sufficient to induce nuclear translocation of FoxO (Figure 5—figure supplement 1b–d). *Drosophila* FoxO can also be regulated by HDAC4 (Wang et al., 2011), but knocking down this deacetylase during developmental ΔOTC expressionalso did not affect FoxO localization (Figure 5—figure supplement 1e).

We next asked whether lasting FoxO activation was the result of nutrient response signaling. FoxO activity is regulated by insulin signaling, in flies mediated by the *Drosophila* Insulin-like Peptide (*dilp)* family (Kannan and Fridell, 2013). During starvation, reduced availability of dILPs promotes FoxO nuclear translocation in the fat body, by reducing insulin receptor and protein kinase B activities. Upon refeeding, this signaling network is reset, promoting FoxO translocation to the cytoplasm. To test whether reduced insulin signaling activity was carried over from developmental stress into adulthood, we performed starvation and refeeding experiments on these flies. As shown in Figure 5a, FoxO translocates to the nucleus after developmental ΔOTC expression. After 9 hours of starvation (only water was offered to flies), the fat body of both stressed and control flies exhibit nuclear FoxO. 24 hr of refeeding resets this activation in control flies, but FoxO remained nuclear in flies that had experienced developmental stress. We were also unable to detect changes in transcription of *dilp2*, −3,–*6* and −*8* during/after ΔOTC expression. Further supporting the idea that the mitochondrial proteostatic stress affects FoxO independently of insulin signaling, switching flies to a diet of pure sucrose (5% in water) for 5 days did not abolish the persistent nuclear localization of FoxO caused by developmental ΔOTC expression (Figure 5b).

**Figure 5.**
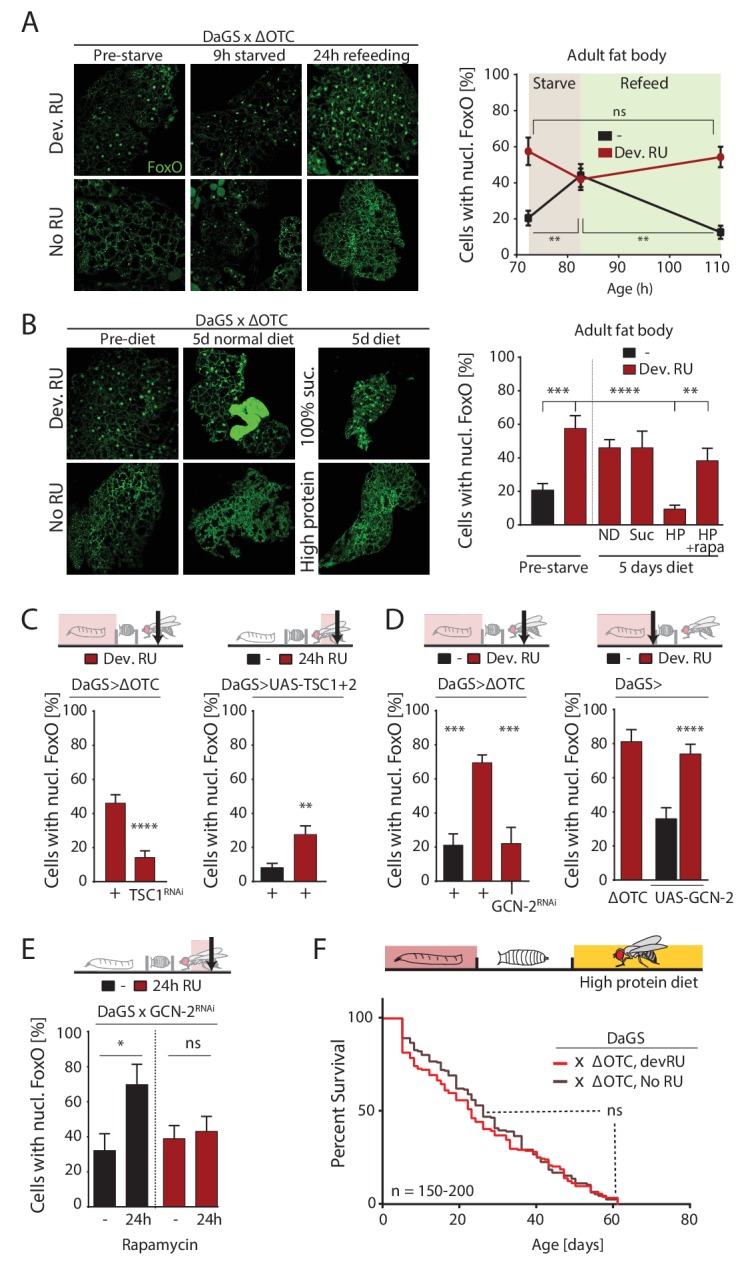
ΔOTC-mediated FoxO activity is regulated by diet, through mTORC1 and GCN-2. (**A**) Adult flies show nuclear localization of FoxO after developmental ΔOTC expression. After 9 hr of wet starvation, FoxO is nuclear in treated and untreated flies alike. 24 hr of refeeding returns FoxO to the cytoplasm in untreated flies, but does not reset the effect of developmental stress. p-values are (pre to starved) 0.517 and 0.031, (starved to refed) 0.723 and 0.001. (**B**) FoxO nuclear localization following developmental stress is reset by 5 days on a high-protein diet, but not a pure sucrose diet. Feeding rapamycin at 200 µM to inhibit mTORC1 with the high-protein diet blocks this effect. p-values are (±RU) 0.007, (+RU vs diets) 0.790, 0.915,<0.0001 and 0.338, (HPD ± rapa) 0.001. (**C**) Knocking down TSC1 during developmental ΔOTC expression blocks persistent activation of FoxO in adults (left). Conversely, overexpressing the mTORC1 inhibitors TSC1 and two in adult flies is sufficient to change FoxO localization absent mitochondrial stress (right). p-values are <0.0001 and 0.0027. (**D**) Knocking down GCN-2 during developmental ΔOTC expression is sufficient to block persistent FoxO activation (left). p-values are 0.0005 and 0.0006. Overexpressing the GCN-2 kinase in larvae produces FoxO nuclear localization similar to the effect of mitochondrial stress (right). p-values are (ΔOTC vs UAS-GCN2) 0.703 and (UAS-GCN2 ±RU)<0.0001. (**E**) Inhibiting mTOR with 200 µM rapamycin is sufficient to induce nuclear FoxO localization. This effect is blocked by RNAi of GCN-2, suggesting a downstream role for this kinase. p-values are 0.032 and 0.602. (**F**) Developmental ΔOTC expression does not extend lifespan when flies are fed a high-protein diet throughout adulthood, consistent with a requirement for persistent FoxO activity. All error bars are SEM from 2 + independent experiments. ANOVA with Tukey’s (A-B) or dunnett’s (D) post-hoc, or student’s t-test (C and E); *p<0.05, **p<0.01, then each *=0.1 x. 200 µM RU486 used in all experiments. 10.7554/eLife.26952.019Figure 5—source data 1.ΔOTC-mediated FoxO activity is regulated by diet, through mTORC1 and GCN-2.

**Figure 5—figure supplement 1.**
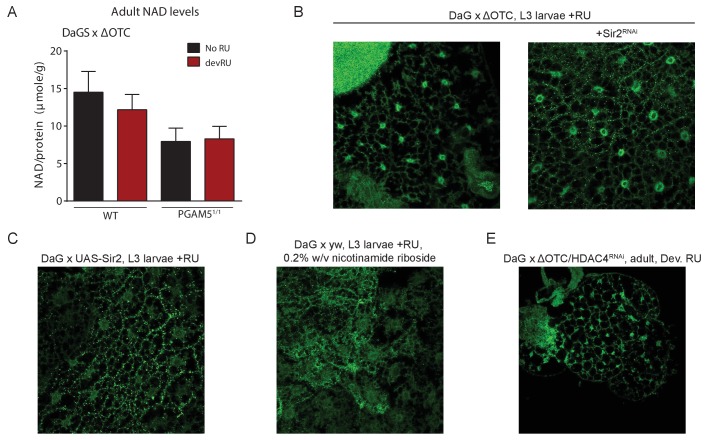
Lasting FoxO activation is not mediated by NAD-dependent histone deacetylases. (**A**) Absolute levels of NAD + are not increased by developmental ΔOTC expression. (**B**) Knocking down the Sir2 deacetylase during developmental ΔOTC expression does not prevent FoxO activation in the larval fat body. (**C**) Overexpressing the Sir2 deacetylase in not sufficient to activate FoxO activation in the larval fat body. **D**) Supplementing the NAD precursor nicotinamide riboside does not lead to FoxO activation in the larval fat body. (**E**) Knocking down the histone deacetylase HDAC4 during developmental ΔOTC expression does not prevent FoxO activation in the larval fat body.

**Figure 5—figure supplement 2.**
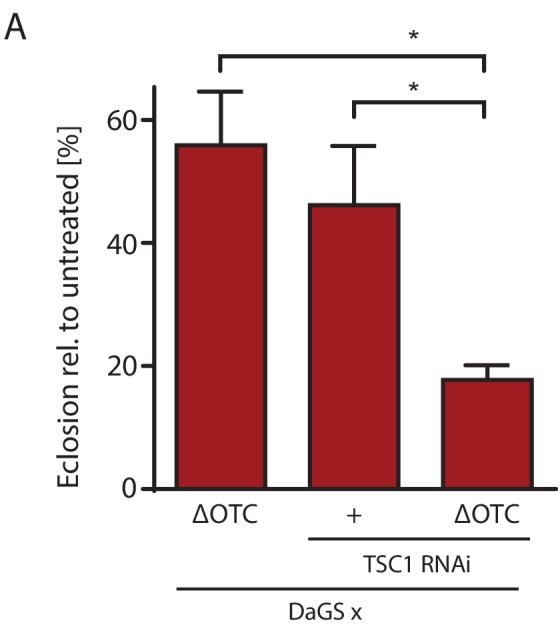
mTOR activation impairs survival through developmental stress. (**A**) Knocking down TSC1 to activate mTORC1 during development ΔOTC expression strongly reduces survival, beyond the effect of the individual treatments. This fits with the observation that mTORC1 activity blocks FoxO activation (Figure 5), which is required for survival through developmental stress (Figure 2—figure supplement 1). Error bars are SEM of three independent experiments; *p<0.05, **p<0.01, then each *=0.1 x. 200 µM RU486 used in all experiments.

However, flies switched to an alternate diet containing ~5 x higher protein levels than control food showed a nearly complete loss of nuclear FoxO in the fat body after 5 days (Figure 5b). To test whether this high-protein diet affects FoxO localization through the main amino-acid-sensing pathway mTORC1, we repeated this experiment with supplementation of the mTORC1 inhibitor rapamycin at 200 µM. This prevented the loss of nuclear FoxO (Figure 5b), suggesting that mTORC1 activation can override the persistent nuclear translocation of FoxO produced by developmental ΔOTC expression. In support of this role for mTORC1, activating mTORC1 during developmental stress (by RNAi of its inhibitor TSC1) prevents lasting FoxO activation (Figure 5c, left), while reducing developmental survival in the same manner as FoxO deficiency (Figure 5—figure supplement 2). Furthermore, simultaneous over-expression of TSC1 and 2 to inhibit mTORC1 activity in adult flies is sufficient to promote nuclear translocation of FoxO (Figure 5c, right). mTORC1 activity has previously been reported to inhibit the FoxA ortholog Fork Head by preventing its nuclear localization (Bülow et al., 2010). This involves signaling through the protein kinase GCN-2, which has previously been implicated in the UPR^mt^ in *C. elegans* (Baker et al., 2012). Indeed, overexpression of GCN-2 was sufficient to induce nuclear localization of FoxO, while knocking down GCN-2 during developmental ΔOTC expression abrogates the lasting effect on FoxO (Figure 5d). To test whether GCN-2 acts downstream of mTORC1 in this context, we knocked down GCN-2 in flies treated with rapamycin and observed a reduction in nuclear FoxO (Figure 5e).

Because FoxO activity is required for lifespan extension (Figure 2d) and a high-protein diet erases the persistent FoxO activation seen after developmental ΔOTC expression (Figure 5b), we hypothesized that adult diet would affect the longevity effects of mitochondrial proteostatic stres. To test this hypothesis, we repeated our lifespan experiment with developmental ΔOTC expression but switched flies to the high-protein diet after eclosion. The high-protein diet reduced the lifespan of the control group relative to our standard fly food, consistent with previous literature, but also completely abolished the lifespan extension normally induced by ΔOTC expression (Figure 5f). This supports our proposed pathway for lifespan extension, and suggests diet as an important regulator of beneficial UPR^mt^ effects.

## Discussion

Our data identify a signaling pathway that responds to mitochondrial proteostatic stress through the phosphatase PGAM5, leading to activation of JNK and FoxO. This results in the FoxO- and Rel-mediated induction of immune, antioxidant and metabolic gene expression, as well as of genes encoding heat shock proteins. When activated during development, FoxO remains active throughout life, inducing a select group of genes that extend lifespan. Interestingly, this activity is subject to regulation by GCN-2/mTORC1-dependent nutrient sensing, providing a clue for how diet may interfere with lifespan extending stress signaling mechanisms (Figure 6).

**Figure 6.**
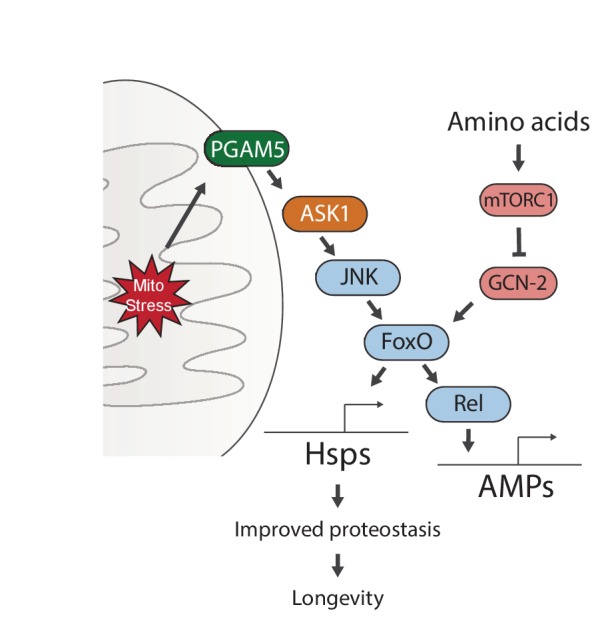
Proposed model for UPR^mt^-mediated longevity.

Our genetic studies suggest a pathway of UPR^mt^ activation from the mitochondrial membrane protein PGAM5, through ASK1 and JNK, to the FoxO transcription factor. FoxO increases the expression of Relish, and thereby induces antimicrobial peptide expression. Persistent activation of FoxO also leads to lasting upregulation of chaperones, which improves proteostasis and extends lifespan. Meanwhile, sensing of amino acids can activate mTORC1 and GCN-2, which negate the persistent activation of FoxO and block lifespan extension.

PGAM5 has not been fully characterized but plays a role in regulating cell death pathways in flies and cultured cells (Ishida et al., 2012; Wang et al., 2012; Zhuang et al., 2013). It has been reported to localize to either the inner (Lo and Hannink, 2008) or outer mitochondrial membrane, where it is cleaved upon loss of membrane potential (Sekine et al., 2012). While a member of the PGAM family based on sequence, it displays phosphatase rather than mutase activity in culture (Takeda et al., 2009). PGAM5 also interacts with the mitophagy factor PINK1, and loss of *PGAM5* rescues the muscle degeneration phenotype of *dPINK1* mutant flies (Imai et al., 2010). Loss of PGAM5 inhibits mitophagy in vitro, and leads to Parkinson’s-like symptoms in mice (Lu et al., 2014). Regulation of mitophagy by PGAM5 may depend on its interaction with the PARL protease, which is normally responsible for cleaving PINK1 to prevent mitophagy of healthy mitochondria (Sekine et al., 2012). Indeed, induction of the UPR^mt^ in HeLa cells has been reported to trigger PINK1 accumulation, Parkin recruitment and mitophagy (Jin and Youle, 2013). In our experiments, PGAM5 does not seem to regulate longevity directly by stimulating apoptosis, however, suggesting a more complicated biological role for this phosphatase. It is tempting to speculate that it may act as a rheostat to dictate whether mitochondrial stress results in UPR^mt^ activation, mitophagy, or cell death. Further exploration of the intra-mitochondrial signals that activate PGAM5, as well as its immediate downstream partners, should be interesting topics for future studies of mitochondrial stress.

The importance of developmental activation of the UPR^mt^ for lifespan extension was previously observed in studies exploring this mitochondrial stress response and the response to ETC dysfunction in *C. elegans* and *Drosophila* (Copeland et al., 2009; Dillin et al., 2002; Durieux et al., 2011; Rea et al., 2007). Our findings confirm this and identify persistent FoxO activation and FoxO-induced gene expression as associated with the lasting benefits of developmental mitochondrial stress in the adult organism. Two recent papers have identified a role for the UPR^mt^ in regulating histone methylation and chromatin remodeling (Merkwirth et al., 2016; Tian et al., 2016). The studies show that demethylase activity during developmental UPR^mt^ is required for lifespan extension, and that *atfs-1* acts synergistically with these epigenetic changes. It will be interesting to explore the interplay between elevated FoxO activity and demethylase-regulated chromatin accessibility in future studies.

The hypothesis that a combination of signaling and epigenetic changes are required for UPR^mt^ longevity could help explain recent reports that commonly used UPR^mt^ reporters in *C. elegans* correlate poorly with longevity (Bennett et al., 2014; Ren et al., 2015): the UPR^mt^ likely involves several pathways, which can also be activated by other stimuli. However, a crucial combination of signaling and epigenetic changes could be induced by specific types of mitochondrial stress. This would prompt caution about using a single gene reporter as a measure of ‘UPR^mt^ activation’ and suggest using multiple assays to determine its role in each biological process. To our knowledge, this is the first report of an organism other than *C. elegans* showing improved longevity from UPR^mt^ activation that does not involve direct ETC disruption. This lends support to the UPR^mt^ as a conserved longevity mechanism, which overlaps with but is not fully explained by ETC function.

Our work also provides further support for the observation that the UPR^mt^ triggers the innate immune system (Pellegrino et al., 2014) and shows that this feature is conserved outside of *C. elegans*. As in worms, this activation provides acute resistance to infection in flies, but we find that immune function is not responsible for the effects of the UPR^mt^ on longevity. The activation of antimicrobial gene expression in response to FoxO activation is not surprising, as it has previously been reported that the FoxO transcription factor can induce the expression of antimicrobial peptides independently of classical innate immune pathways in response to starvation (Becker et al., 2010). Moreover, we have shown previously that FoxO activation in the larval *Drosophila* fat body can induce *Relish*/*NF-κB* signaling by stimulating *Rel* expression (Karpac et al., 2011). Our data indicate that mitochondrial proteostatic stress activates this FoxO/Relish cassette, but that the FoxO-dependent upregulation of chaperones in adult flies is likely responsible for lifespan extension.

Our results are also consistent with reports that the UPR^mt^ can be activated by rapamycin (Houtkooper et al., 2013) and identify high-protein diet as a critical intervention that activates mTORC1 and overrides the positive effects of developmental mitochondrial stress. It was also previously reported that NAD precursors and *sirt-2.1* activate the UPR^mt^ and extend lifespan in a *daf-16*/*FOXO*-dependent manner (Mouchiroud et al., 2013). Our experiments did not suggest a role for NAD precursors or *Sirt2* in regulating the *Drosophila* UPR^mt^, but it remains possible that exploring different sirtuins or dietary conditions could reveal such a role. This is especially true in light of the observed effect of diet on UPR^mt^ activity and lifespan extension. The regulation of FoxO by amino acid sensing/mTORC1 rather than insulin signaling is surprising, but is supported by a previous observation that mTORC1 activity regulates longevity in *C. elegans* through activation of *daf-16*/*FOXO* (Robida-Stubbs et al., 2012).

These findings thus reveal a critical vulnerability of developmental UPR^mt^-mediated physiological changes that promote longevity: they can be erased by a high-protein diet. If the observed mTORC1-induced signaling interactions are conserved in vertebrates, this has important implications for the development of interventions that aim to engage the UPR^mt^ to increase metabolic health and extend health- or lifespan.

## Materials and methods

### Drosophila stocks

The following lines were obtained from the Bloomington *Drosophila* Stock Center: *w^1118^*, *y^1^ w^1^*, Da::GS, tub::GS, *PGAM5* RNAi (#34744), *ASK1* RNAi (#32646), *foxo^21^* (Jünger et al., 2003), *foxo^Δ94^* (Slack et al., 2011), *bsk*^DN^ (#6409).

The following lines were obtained from the Vienna *Drosophila* RNAi Center: *Hrd1* RNAi (#6870), *PGAM5* RNAi (#51657), *ASK1* RNAi (#110228), *TSC1* RNAi (#110811), *bsk* RNAi (#34138), *foxo* RNAi (#30556).

The following lines were gifts from other labs: UAS-ΔOTC (Martins lab, Pimenta de Castro et al., 2012), *PGAM5^1^* (Ichijo lab, Imai et al., 2010), *jun* and *fos* RNAi (Bohmann lab, Hyun et al., 2006)), UAS-*GCN-2* and *GCN-2* RNAi (Leopold lab, Bjordal et al., 2014), UAS-TSC1 and TSC2 (Tatar lab, Hwangbo et al., 2004), *ND75* and *Rel* RNAi (Perrimon lab, Agaisse et al., 2003; Owusu-Ansah et al., 2013)

### Fly husbandry and demographics

Standard fly food was prepared with the following recipe: 1 l distilled water, 13 g agar, 22 g molasses, 65 g malt extract, 18 g brewer’s yeast, 80 g corn flour, 10 g soy flour, 6.2 ml propionic acid, 2 g methyl-p-benzoate in 7.3 ml of EtOH. High-protein food was prepared with the following recipe: 1 l distilled water, 10 g agar, 80 g brewer’s yeast, 20 g yeast extract, 20 g peptone, 51 g sucrose, 6.2 ml propionic acid, 2 g methyl-p-benzoate in 7.3 ml of EtOH (Musselman et al., 2011). 100% sucrose diet is 50 g/l sucrose in water. For GeneSwitch experiments, 86 mg RU486 was additionally dissolved in the EtOH for 200 µM final concentration. For antibiotic experiments, 50 mg of the following antibiotics were added during food preparation: ampicillin, tetracycline, erythromycin, kanamycin. For axenic experiments, fly food bottles were autoclaved at 121°C for 30 min, and 1 ml EtOH ±5 mg RU486 added after cooling, previously determined to yield a final concentration of 200 µM (Biteau et al., 2010). Eggs laid over a 24 hr period were collected and sterilized for 3 min in 2.7% sodium hypochlorite, then washed twice with sterile, distilled water for 1 min and transferred to sterile bottles in a laminar flow hood. Eclosed flies were kept on sterilized food in the flow hood. Flies were maintained at 25°C and 65% humidity, on a 12 hr light/dark cycle, unless otherwise indicated. For lifespan experiments, up to 30 flies per vial were flipped thrice weekly, with dead flies counted visually.

### Immunostaining and microscopy

Fat bodies were dissected from adult females or from third instar larvae pre-wandering. Tissue was fixed at room temperature for 45 min in 100 mM glutamic acid, 25 mM KCl, 20 mM MgSO4, 4 mM Sodium Phosphate, 1 mM MgCl2, 4% formaldehyde. Washes were done in PBS with 0.5% BSA, 0.1% Triton X-100 at 4°C. Primary incubation was done overnight 4°C using a rabbit N-terminal FoxO antibody (RRID:AB_2569227, gifted from O. Puig) at 1:500. Secondary antibodies were from Jackson Immunoresearch. TUNEL staining was performed using In Situ Cell Death Detection Kit (Roche). DNA was stained using Hoechst, and tissue mounted on slides using Mowiol mounting medium (Sigma). Imaging was done on a Zeiss LSM700 confocal microscope at 40x magnification.

### NAD/metabolism assays

All assays were done on samples of five whole flies/larvae. NAD and NADH levels were quantified from whole flies using the NAD/NADH Quantitation Colorimetric kit from BioVision. Glucose and glycogen were quantified using the Glucose (HK) Assay kit from Sigma. Lipids were quantified with the Triglyceride LiquiColor kit from Stanbio. Protein levels were quantified with the BCA assay.

### Infection

*P. entomophila* and *P. aeruginosa* were cultured in LB medium for 16 hr at 37°C and 10 hr at 30°C, respectively. For oral infections, flies were starved for 2 hr before treatment. 6 mL culture was pelleted at 5000 g for 10 min, then resuspended in 500 uL 5% sucrose and added to a vial containing Whatman filter paper. 20 flies per vial were maintained at 29°C, and deaths tracked daily or twice daily. 100 uL 5% sucrose was added to the vials each day. For humeral infections, a tungsten needle was dipped in 30x concentrated culture and flies were pricked in the periphery of the abdomen. They were then transferred to normal food vials. Negative controls were fed/pricked with 5% sucrose alone.

### RNA extraction and quantitative RT-PCR analysis

Muscle tissue was isolated by removal of head, abdomen, wings, legs and intestine from fly thoraces. Fat bodies were manually isolated from fixed abdomens/larvae. 5–8 flies were used per sample, and total RNA was extracted from using Trizol (Life Sciences) according to manufacturer’s protocol. cDNA was synthesized using Superscript III (Life Sciences). Results represent four biological samples, each with triplicate technical repeats. Real-time PCR was performed using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) on a Bio-Rad Real-Time CFX96 system. Expression levels were calculated as ΔΔCt normalized to *RP49*.

### RNA sequencing

Muscle or fat body tissue was isolated and RNA extracted as described above, using 15 flies per sample. TruSeq RNA Library Prep Kit (Illumina) was used to prepare libraries, and sequencing was performed on an Illumina MiSeq system. Raw data were analyzed with the Tuxedo suite (RRID:SCR_013194) and reads were mapped to Drosophila genome release 5.2. Expression was recorded as FPKM: fragments per kilo-base per million reads.

### Statistics and bioinformatics

Significance in two-condition experiments was evaluated by student’s t-test. Multiple condition experiments were evaluated by one-way ANOVA, with Dunnett’s post-hoc comparing to induced sample or Tukey’s post-hoc when multiple conditions are compared. Gene Ontology analysis of RNAseq experiments was done at flymine.org, using REVIGO (RRID:SCR_005825) to trim redundant terms (Allowed similarity: Medium).

### CAFE assay

Feeding rates were quantified by the CAFE assay (Ja et al., 2007), measuring consumption of a 5% w/v sucrose solution accessible from a capillary tube. Each vial contained 10 flies per vial, and evaporation was measured with an empty vial. Consumption was measured at 8–12 hr intervals and normalized to uL/fly/hr.

### 16S sequencing

Flies were washed in 70% EtOH for 60 s to kill external bacteria, and intestines dissected out in sterile PBS. Ten guts were collected per sample. Commensal genomic DNA was extracted using UltraClean Microbial DNA Isolation Kit (MO BIO). This DNA was used as template for limited cycle PCR with primers targeting V3/V4 regions (Forward 5’-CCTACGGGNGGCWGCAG-3’ and Reverse 5’-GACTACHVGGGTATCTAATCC −3’) to generate a 16S metagenomic sequencing library. The following reaction conditions were used: 94°C for 5 min, followed by 30 cycles of 94°C for 1 min, 48°C for 2 min, and 72°C for 2 min, and a final extension at 72°C for 5 min. Illumina Miseq paired-end (2 × 300 bp) sequencing was performed and Miseq Reporter Software was used for primary analysis and classification based on Greengenes database (RRID:SCR_002830).

### Commensal quantification

Intestines were dissected out as described above, pooled in groups of 10 and crushed with a motorized pestle. These samples were diluted 1000x and plated on non-selective LB Amp plates. Sterile PBS was used as a negative control. Colonies were counted after 60 hr at 30°C.

### Primers used

*RP49* F: 5’-TCCTACCAGCTTCAAGATGAC-3’

*RP49* R: 5’-CAGGTTGTGCACCAGGAACT-3’

*Metchnikowin* F: 5’-AATCAATTCCCGCCACCGAG-3’

*Metchnikowin* R: 5’-GACCCGGTCTTGGTTGGTTA-3’

*Drosomycin* F: 5’-CGTGAGAACCTTTTCCAATATGAT-3’

*Drosomycin* R: 5’-TCCCAGGACCACCAGCAT-3’

*Turandot A* F: 5’-GCACCCAGGAACTACTTGACATCT-3’

*Turandot* A R: 5’-GACCTCCCTGAATCGGAACTC-3’

*Relish* F: 5’-ACAGCCCACATTCCCATCAG-3’

*Relish* R: 5’-GAGCCGCACCTGGTTCAA-3’

*Hsp60* F: 5’-GACCAGATCGAGGACACCAC-3’

*Hsp60* R: 5’- GCCGAGTTTCTGATCCTCGTTG-3’

*Hsc70-5* F: 5’-CTGCGTTACAAGTCCGGTGA −3’

*Hsc70-5* R: 5’- GCAGCACATTAAGACCAGCG-3’

*Hsp10* F: 5’-CCCGCATCTAGCGAGAATAG −3’

*Hsp10* R: 5’-CTCCTTTCGTCTTGGTCAGC −3’

*ClpX* F: 5’-AAAATGCTCGAAGGCACAGT −3’

*ClpX* R: 5’-TTGAGACGACGTGCGATAAG −3’

## Additional files

Supplementary file 1. Raw data for RNA sequencing experiments in Figure 1 and 4.

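The values behind Figures 1 and 4 are FPKM, which the authors computed with the Tuxedo suite from mapped reads, so they are already normalized for transcript length and library depth and are not counts. Each gene has its symbol, its FlyBase identifier and a value per library, for the 3 thorax conditions and, per stage of the fat body, for wild type and PGAM5 null without and with RU486. An entry of 0 can stand for no reads or for a failed estimate, which the tables do not tell apart. In the thorax control 4608 of 15603 genes were at 0, Dpt and CecA1 among them, and 4308 were at 10 FPKM or more. In fat body, wild-type adults without RU486 had 5015 genes at 10 FPKM or more and wild-type larvae 5225. Thorax and fat body, and the larval and adult stages, differ in tissue, age and RU486 schedule, so FPKM of genes such as Hsp68 and Thor are compared here only within a table.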

Supplementary file 2. Life tables for all longevity experiments.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

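RNA from adult thorax and from larval and adult fat body was sequenced from TruSeq libraries on a MiSeq instrument, 15 animals per sample, in 11 samples and 3 tables of 15603 genes each. The thorax table holds ΔOTC, ND75 RNAi and control flies, and each fat body table holds wild type and PGAM5 null, each without and with RU486. The authors mapped the reads and computed expression with the Tuxedo suite, whose version the paper's text does not name. The values are FPKM as the authors made them, and they were used without further scaling except where an alternative says so. Counts, reads and alignments were not used here.

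Samples were grouped by the condition in their descriptions, and 8 pairs of libraries were compared: each thorax treatment against the control, RU486 against no RU486 in each genotype and stage of the fat body, and PGAM5 null against wild type without RU486 at each stage. No condition has a second library, so no test across genes was run, no p-value is given, and thresholds follow the figure legends. A gene was tested where the control FPKM was at least 10, called induced at a ratio of 3 or more, and called reduced at 2-fold or more below the control. Shares carry exact Clopper-Pearson intervals at 95%. These treat genes as independent draws, although genes that vary together are not, and cover neither counting error nor differences between libraries. Overlaps are given beside the number that independent lists of the same sizes would share, n1 × n2 / N over the genes tested in both comparisons. Because the thorax comparisons share a control, 1000 sets of 3 unchanged libraries were drawn from common expression levels with Poisson counting error at the estimated depths, and overlaps, correlations and covariances were computed from them in the same way.

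Depth was estimated from the steps of low FPKM values. For 8091 genes with 1 transcript in a reference annotation, matched by FlyBase identifier for 14927 genes and used for transcript lengths only, the fragment length that stacked most low values on a common step was taken. From it came the number of fragments behind each library. Of the genes below 5.50 fragments, 81.9% to 85.3% fell within 0.100 of a whole number of fragments. The estimates run from 2970000 fragments for the ND75 RNAi thorax to 8840000 for wild-type larvae with RU486. Ratios of single genes carry the exact conditional binomial interval at 95%, which covers counting error only, and those of asparagine-synthetase, with no matched length, and of Drs, with too short a transcript, carry none.

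Before the deposited tables were examined, 38 gene lists were written down, 855 symbols in all, of which 837 were matched. The lists were not blind to the data. The first rows of the same values in the paper's supplement and the bars of Figures 1a and 4c were already visible. They cover immune pathways, chaperones, energy metabolism, FoxO and JNK targets, translation, and markers of other tissues. A list is described by the median of log2 ratios with a pseudocount of 1 over members at 1 FPKM or more in either library, and by the percentile of that median among 10000 random lists of the same size, matched in 20 bins of mean expression. Genes are named by a rule fixed at the same time: the genes that the paper names in its results or labels in Figures 1a and 4c, the 8 highest and lowest ratios of each comparison, up to 4 members per list with the largest ratio at 10 FPKM or more, and ND75, Pgam5 and the pathway genes of Figures 1e, 5 and 6 in every library. Named genes outside that rule were chosen after their values were seen: the shared induced larval genes ATPCL, Dbi, CG33138 and glob1 are named from the list of shared genes.

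The procedure was tested on simulated data built from the control thorax with 200 changed genes. It called 100% of genes with a true ratio of 4 and 0% of those with a true ratio of 2 as induced, and called 0 unchanged genes induced and 3 reduced. The intervals held the true ratio for 95.2% of genes, and the depth came back at 0.992 of the true value. Alternatives varied the filter on the control, the fold threshold, the pseudocount, the scaling of the libraries, the members of a list and the bins, and a few settings were added after the values had been seen. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Quantitative PCR, imaging, lifespan and metabolic measurements were not used here, and the list of genes encoded by mitochondrial DNA had no measured members.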

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

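The tests of intestine RNA, of the shared control and of a muscle response for the thorax genes, and those of the Hsp70 copies, of counting error and of a heat or handling response for the heat shock genes, were chosen only after the result was seen.

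The 211 genes lower in both treated thoraces are the first pattern, and less intestine RNA in both treated libraries is a candidate explanation, although the intestine was removed at dissection. Digestive enzyme genes, with Jon99Ciii at 412 FPKM in the control thorax and alphaTry at 175, are also much lower in the PGAM5 null adult fat body than in wild type without RU486, a pair with no induced transgene. There 77.9% of the 195 thorax genes measured were at least 2-fold lower, against 15.6% of all genes, as that explanation predicts. That share cannot tell a smaller amount of intestine from lower expression within leftover intestine, since either would lower the same genes. Counting error of the shared control is argued against, since unchanged simulated libraries shared at most 6 such genes, but part of the excess may come from how that control was dissected. The other 43 genes were less than 2-fold lower or not lower in the fat body pair, with vitelline membrane genes such as Vm26Aa among them. For some of them that pair cannot decide. Vm26Aa stood at only 1.98 FPKM in its wild-type library. CG3523, on the list of fat body markers, stood at 1066 FPKM in wild type and 1289 in the null. A response of the muscle itself cannot be told apart for the 43 genes, also because each treatment has a single library.

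The 18 genes induced with RU486 in PGAM5 null adult fat body, a signal in a list the paper does not discuss, include CG1678 (52.8-fold), lcs (51.2-fold), CG16826 (38.7-fold) and vitelline membrane genes. For the eggshell and germline genes, RNA from ovary is a candidate source. The 14 listed ovary and germline genes outside the induced genes were also higher, by a median of 5.38-fold. Their list was written down before the deposited tables were examined, when some of the same values were already visible. The most abundant members of that list in the library with RU486 were Cp15 at 3683 FPKM, Vm26Aa at 439.7 and Vm26Ab at 283, from 9.87, 22.8 and 10.1 without it. Ovary RNA leaves CG1678, lcs and CG16826 open, which stood at 5940.4, 2959 and 3849 FPKM in the control thorax against 120.2 for Vm26Aa, and neuron markers were also higher for 7 of 8 members, with a median log2 ratio of 1.22. A difference in egg production between the flies, as a biological explanation, was not tested.

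The heat shock genes are the last pattern: 15 of the 16 genes induced in wild-type adults were lower with RU486 in the PGAM5 null, opposite directions in the genotypes whose difference was not tested. Reads shared among Hsp70 copies do not account for it, since 6 other chaperone genes were induced, and counting error alone does not either, since 79.2% of 24 heat shock list members had intervals above 1 in wild type and below 1 in the null. A broad rise of genes reported as induced by FoxO is argued against for the 21 members outside the persistent and heat shock genes, which lay at percentile 18.5. Induced members were left out of that set by their values. It therefore cannot speak to FoxO activity itself or to regulation of heat shock genes alone. A heat or handling response of single libraries stays open and cannot be told apart, since the heat shock list already differed by 1.64-fold between the adult libraries without RU486 and no condition was repeated. Dependence on PGAM5, which the design names, also remains possible. An effect of RU486 itself was not separated, since no fat body library had RU486 without the transgene.

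The other results concern genes that the paper does not discuss. With RU486, 1592 genes were at least 2-fold lower in wild-type larval fat body and 843 in PGAM5 null larval fat body, before any correction for the lower median gene. In adults 452 genes were at least 2-fold lower in wild type and 215 in the null. Between genotypes without RU486, 28 genes were at least 3-fold higher and 266 at least 2-fold lower in null larvae than in wild type. In adults the numbers were 6 and 747.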

How the results depend on the processing

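The filters of any control FPKM above 0, of 10 or 5 FPKM in any library and of a ΔOTC FPKM of 1 or more, and the 1.5-fold threshold, were chosen only after the result was seen, and the other settings were planned. No paired analysis was possible because each condition has 1 library, and no library could be left out. A transcript of 1 kb at 10 FPKM rests on 25.3 to 73.0 fragments, and counting error is larger for genes listed near 0. Without replicates, counting error could not be weighed against variation between libraries of the same condition. Over 24 counts and shares, 114 of 225 alternative values stayed within 1.5 times the value at the claim, or for a share within its interval, and 111 did not. Over 102 list medians, 699 of 714 alternative values kept their place in or outside the outer 5% of random lists, 13 changed that place, and 2 for medians in the outer 5% changed sign. Counting the medians inside the other 95% as well, 34 values changed sign, 27 of them among the 204 from another scaling of the libraries. Over 159 comparisons of named genes, 535 of 636 values stayed within the counting interval, 99 moved outside it, and 2 whose interval left out a ratio of 1 changed sign, among 10 that changed sign in all. Over members at 10 FPKM or more, the median log2 ratio of genes reported as induced by FoxO with ND75 RNAi was -0.0187, and that of mitochondrial ribosomal proteins in null larvae was -0.00483. The log2 ratio of Ilp6 in wild-type larvae was 0.0699 with median ratio scaling, and that of Tsp42Ee in wild-type adults was 0.0154 with upper quartile scaling. With a control FPKM of 1 or more, induced thorax genes numbered 156 for ΔOTC, 53 for ND75 RNAi and 22 shared. Reduced thorax genes numbered 774 for ΔOTC, 1202 for ND75 RNAi and 540 shared. Induced fat body genes numbered 129 in wild-type larvae, 163 in null larvae, 48 in both larval genotypes, 81 in wild-type larvae only, 57 in wild-type adults, 146 in null adults, 2 in wild-type larvae and adults and 11 in both adult genotypes. The reduced genes of fat body numbered 3826 in wild-type larvae, 2006 in null larvae, 887 in wild-type adults and 562 in null adults. Null against wild type gave 93 higher in larvae, 964 lower in larvae, 56 higher in adults and 1349 lower in adults. With a control FPKM of 20 or more, induced thorax genes numbered 23 for ΔOTC and 7 for ND75 RNAi. Reduced thorax genes numbered 179 for ΔOTC, 214 for ND75 RNAi and 125 shared. In fat body induced genes numbered 14 in wild-type larvae only, 10 in wild-type adults and 8 in null adults. The reduced genes of fat body numbered 773 in wild-type larvae and 132 in null adults. Between genotypes without RU486 there were 15 higher in larvae, 172 lower in larvae and 1 higher in adults. Without a filter and with a pseudocount of 1, induced thorax genes numbered 230 for ΔOTC, 82 for ND75 RNAi and 41 shared. Reduced thorax genes numbered 559 for ΔOTC, 853 for ND75 RNAi and 400 shared. The induced genes of fat body numbered 179 in wild-type larvae, 207 in null larvae, 71 in both larval genotypes, 108 in wild-type larvae only, 83 in wild-type adults, 251 in null adults, 4 in wild-type larvae and adults and 18 in both adult genotypes. The reduced genes of fat body numbered 3050 in wild-type larvae, 1484 in null larvae, 683 in wild-type adults and 426 in null adults. Without RU486 the null libraries had 186 higher in larvae, 525 lower in larvae and 98 higher in adults. At 2-fold, induced thorax genes numbered 174 for ΔOTC, 47 for ND75 RNAi and 20 shared. Induced fat body genes numbered 169 in wild-type larvae, 192 in null larvae, 92 in both larval genotypes, 77 in wild-type larvae only, 54 in null adults and 1 in wild-type larvae and adults. Null against wild type gave 77 higher in larvae and 75 higher in adults. At 4-fold, induced thorax genes numbered 23 for ΔOTC, 5 for ND75 RNAi and 2 shared. In fat body induced genes numbered 17 in wild-type larvae, 43 in null larvae, 8 in both larval genotypes and 9 in wild-type larvae only. Between genotypes without RU486 there were 16 higher in larvae and 2 higher in adults. With median ratio scaling, induced thorax genes numbered 22 for ND75 RNAi and 8 shared. The overlap with ND75 RNAi took in 66.6% of the reduced ΔOTC genes. The induced genes of fat body numbered 181 in wild-type larvae, 68 in both larval genotypes, 113 in wild-type larvae only and 1 in wild-type larvae and adults. Without RU486 the null libraries had 11 higher in adults. With upper quartile scaling, induced thorax genes numbered 18 for ND75 RNAi and 8 shared. Induced fat body genes numbered 161 in wild-type larvae, 65 in both larval genotypes, 96 in wild-type larvae only and 1 in wild-type larvae and adults. Null against wild type gave 22 higher in adults. At 3-fold for reduced genes, reduced thorax genes numbered 247 for ND75 RNAi. The overlap with ND75 RNAi took in 84.2% of the reduced ΔOTC genes. The reduced genes of fat body numbered 456 in null larvae. Between genotypes without RU486 there were 107 lower in larvae. With any control FPKM above 0, 24.0% of the induced ΔOTC genes overlapped with ND75 RNAi. In fat body induced genes numbered 93 in both larval genotypes and 174 in wild-type larvae only. With 10 FPKM in any library, 22.9% of the induced ΔOTC genes overlapped with ND75 RNAi. With 5 FPKM in any library, 23.0% of the induced ΔOTC genes overlapped with ND75 RNAi. With a ΔOTC FPKM of 1 or more, 23.3% of the induced ΔOTC genes and 61.3% of the reduced ΔOTC genes overlapped with ND75 RNAi. With libraries scaled to a common sum, induced fat body genes numbered 83 in wild-type larvae, 135 in null larvae and 47 in both larval genotypes. The reduced genes of fat body numbered 542 in null larvae. Without RU486 the null libraries had 400 lower in larvae. With 2-fold in the null at any null control FPKM, induced fat body genes numbered 34 in both larval genotypes and 11 in wild-type larvae only. At 1.5-fold, induced fat body genes numbered 209 in both larval genotypes and 171 in wild-type larvae only. A lower filter or threshold admits more genes by construction, and the scalings raise the RU486 ratios of larvae by their own shift, while scaling to a common sum lowers the ratios of null to wild-type larvae. The cause was not tested for the remaining values.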

Differences from the paper's values

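The settings described as chosen after seeing the values were chosen only after the result was seen, and the others were planned. The paper states that 23% of the ΔOTC-induced genes were co-regulated by ND75 RNAi, and the value here was 9.09%. Of the alternatives set before the data were examined, median ratio scaling (21.6%), upper quartile scaling (20.5%) and no filter with a pseudocount of 1 (17.8%) come within 1.5 times of the paper's value. The control filters of 1 and 20 FPKM, a pseudocount with the filter, scaling to a common sum and the 2-fold and 4-fold thresholds do not, at 8.70% to 14.1%. Settings chosen after seeing the values gave 24.0% with any control FPKM above 0, 22.9% and 23.0% with 10 and 5 FPKM in any of the 3 libraries, and 23.3% with a ΔOTC FPKM of 1 or more. Of the 19 genes labelled in Figure 1a, 15 reach 3-fold in both libraries at any control FPKM. Together with that threshold, these settings drop 4, 7, 6 and 4, while the filter of the legend drops 18. Of 26 filters tried after seeing the values, these included, all came within 1.5 times of the paper's value except a control FPKM of 5 or more and an FPKM of 2, 5 or 10 or more in all 3 libraries. Those that did gave 16.7% to 31.0% and dropped 4 to 11 of the labelled genes.

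The paper states that 15% of the genes downregulated by ΔOTC were co-regulated, and the value here was 73.5%. No alternative set before the data were examined comes within 1.5 times of it, with values from 66.6% to 84.2%. None of the filters chosen after seeing the values did either, with 31.8% to 75.8%.

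The Venn diagram of Figure 1A, read by eye, shows about 85 in Fig. 1A as induced by both treatments and about 58 in Fig. 1A as reduced by both, which are the paper's values, against 4 and 211 here. No alternative set before the data were examined reaches either, with 2 to 41 induced and 125 to 540 reduced. Chosen after seeing the values, a filter of any control FPKM above 0 gives 92 shared induced genes, and 84 when the smallest entries above 0 are left out. An FPKM of 2 or 3 or more in any library gives 88 and 70, an FPKM of 1 or more in any library with a pseudocount of 0.1 gives 114, an FPKM of 0.1 or more in all 3 libraries gives 75, and a ΔOTC FPKM of 1 or more gives 60. They drop 4 to 6 of the labelled genes. For reduced genes, a ΔOTC FPKM of 5 or more gives 63 and an FPKM of 5 or more in all 3 libraries 46, also chosen after seeing the values, and the paper's own reduced genes that they drop were not counted.

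In larval fat body the paper's diagram gives about 210 in Fig. 4A, read by eye, as induced in both genotypes and about 210 in Fig. 4A in wild type only, against 21 and 24 here at the paper's stated thresholds. None of the alternatives set before the data were examined comes within 1.5 times of either, with at most 92 and 113. Chosen after seeing the values, among 16 combinations of fold and filter, the 1.5-fold threshold gives 209 and 171, and 256 and 229 with a control FPKM of 5 or more. The 2-fold threshold gives 166 and 186 with a control FPKM of 1 or more, and 234 in both genotypes with any control FPKM above 0. The 3-fold threshold gives 174 in wild type only with any control FPKM above 0. The paper names none of the genes in these larval groups, so the number of its called genes that these settings drop could not be counted. In adults the 16 genes induced in wild type, the 0 shared with the null and the 12 chaperones match the paper.

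The paper names Tsp42E and Obp99 as the non-chaperone genes of the persistent list. Obp99b was 5.39-fold higher here, while the Tsp42E gene with the highest ratio, Tsp42Ek, was at 1.38, and AttB, Hsromega and asparagine-synthetase stood in the list at 3.02, 3.26 and 3.15. The paper describes the adult genes as larval ones that remained upregulated, and 0 of the 45 genes induced in wild-type larvae were among the adult 16 here, of which 8 had a larval control of 10 FPKM or more. With a control FPKM of 1 or more the overlap was 2, and without a filter and with a pseudocount of 1 it was 4. The paper states, without naming genes, that targets repressed by FoxO were downregulated after developmental stress. Of such genes only daw was listed here, with a ratio of 0.969 (0.882 to 1.06) in wild-type adults. The statement on the paper's own set of targets was therefore not checked.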

Other observations

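The gene lists and rules behind these values were planned, and the alternatives named here stand among the other settings. Larval fat body with RU486 also differed in genes of protein synthesis, protein turnover and development. Aminoacyl-tRNA synthetases, which charge tRNAs for translation, had a median log2 ratio of 0.25 in wild type and 0.40 in PGAM5 null, and mitochondrial ribosomal proteins 0.00 and 0.01, all above percentile 99 in larvae whose median gene was lower. Cytosolic ribosomal proteins had 0.34 in wild type and -0.20 in the null, where the sign turns positive under median ratio scaling. All 36 proteasome subunits measured were lower in each genotype, with medians of -0.41 (percentile 7.07) and -0.51 (percentile 1.06), of which the first is smaller than the shift of the median gene. Genes of the ecdysone response and of the last larval instar, which prepare pupariation, had medians of -1.03 (percentile 0.53) and -1.11 (percentile 0). The ecdysone-inducible gene ImpE2 had ratios of 0.165 and 0.00860. Salivary gland genes had medians of -0.84 and -0.58, and the glue gene Sgs8 ratios of 0.429 and 0.204.

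In adult fat body, Malpighian tubule markers were lower with RU486 in the PGAM5 null, with a median of -2.66 over 8 members, against -0.41 in wild type. The gene salt had a ratio of 0.0256 in the null and 0.777 in wild type. In thorax, cuticle and epidermis genes had medians of -1.10 with ΔOTC and 1.39 with ND75 RNAi, over 8 and 7 members. Antioxidant and glutathione genes had -0.23 and -0.25, and genes of ATF4 and of serine, one-carbon and asparagine metabolism 0.05 (percentile 36.3), which turns negative with either scaling, and -0.30 (percentile 5.77).

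Without naming the assay, the paper reports that no change was detected in transcription of Ilp2, Ilp3, Ilp6 and Ilp8 during or after ΔOTC expression. Transcripts of insulin-like peptides differed in level here, and Ilp6 was above 10 FPKM in all fat body libraries. Ilp6 stood at 93.5 FPKM without and 63.0 with RU486 in wild-type larvae, a ratio of 0.674 (0.582 to 0.781), close to that of the median larval gene. In PGAM5 null larvae the ratio was 0.595. In adults Ilp6 had a ratio of 1.75 (1.46 to 2.11) in wild type and 0.848 (0.700 to 1.03) in the null. Ilp6 is also on the list of genes reported as induced by FoxO. Ilp8 stood at 0.654 and 11.5 FPKM in null adults, a ratio of 17.6 (5.68 to 88.1) in the pair where 20 of 20 ovary and germline genes were also higher, and at 2.22 and 1.43 FPKM in wild-type adults. Ilp2 was listed at 0 in all adult fat body libraries, and Ilp3 was below 1 FPKM in each of them.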
